# Locally adapted populations of a copepod can evolve different gene expression patterns under the same environmental pressures

**DOI:** 10.1002/ece3.3016

**Published:** 2017-05-09

**Authors:** Thiago G. Lima, Christopher S. Willett

**Keywords:** local adaptation, phenotypic plasticity, RNA‐seq, *Tigriopus californicus*

## Abstract

As populations diverge in allopatry, but under similar thermal conditions, do similar thermal performance phenotypes evolve by maintaining similar gene expression patterns, or does genetic divergence lead to divergent patterns of gene expression between these populations? We used genetically divergent populations of the copepod *Tigriopus californicus*, whose performance at different thermal conditions is well characterized, to investigate transcriptome‐wide expression responses under two different thermal regimes: (1) a nonvariable temperature regime and (2) a regime with variable temperature. Our results show the expression profiles of the response to these regimes differed substantially among populations, even for populations that are geographically close. This pattern was accentuated when populations were raised in the variable temperature environment. Less heat‐tolerant populations mounted strong but divergent responses to the different thermal regimes, with a large heat‐shock response observed in one population, and an apparent reduction in the expression of genes involved in basic cellular processes in the other. Our results suggest that as populations diverge in allopatry, they may evolve starkly different responses to changes in temperature, at the gene expression level, while maintaining similar thermal performance phenotypes.

## 1 Introduction

Understanding how ectotherms adjust to changing environments across generations, through adaptation, or within a generation, through phenotypic plasticity, is issue that has been of interest to evolutionary biologists and physiologists for some time. These processes can be a driver of divergence and represent a key component of fitness for many organisms (Angilletta, 2009). More recently, studies in this area have also become important as a way to predict how well taxa will fare given rates of global change, especially for organisms with limited potential for dispersal (Hoffmann & Sgrò, 2011). One interesting question is the degree to which independently evolving populations will begin to diverge in their genetic response to thermal challenges, that is, will they develop different solutions to the same problem?

Early studies of thermal adaptation revealed the importance of heat‐shock proteins (HSPs) as one of the mechanisms to protect the cell from damage following exposure to stressful conditions (Feder & Hofmann, 1999; Lindquist, 1986), and now more recent results from transcriptomic studies are highlighting a wider variety of genes important for thermal response (DeBiasse & Kelly, 2016). The genes coding for HSPs are often found to be upregulated in a range of organism under thermal stress (Tomanek & Somero, 1999; Sorensen et al., 2005; Bedulina, Zimmer, & Timofeyev, 2010; Schoville et al., 2012; Barshis et al., 2013; Wang et al., 2014; Gleason & Burton, 2015 but exceptions do exist: e.g., Franssen et al., 2014). The advent of next‐generation sequencing has allowed for transcriptome‐wide studies in nonmodel organisms, which has improved our knowledge of the genetic basis of thermal adaptation and plasticity beyond what is known from candidate genes (reviewed in DeBiasse & Kelly, 2016). Besides the upregulation of HSP genes, other common responses to thermal stress have also been described; these responses included an overrepresentation of genes with Gene Ontology terms associated with the production of molecules that prevent cell damage from reactive oxygen species, molecules that target proteins that have been damaged beyond repair for proteolysis, immune‐system related genes, and cell wall/membrane modification genes (Barshis et al., 2013; Dayan, Crawford, & Oleksiak, 2015; Franssen et al., 2014; Gleason & Burton, 2015; Narum & Campbell, 2015; Wang et al., 2014). While the functions of these genes are similar across studies, there is a lot of variation in the set of genes that respond to thermal stress. This is in part because of differences in study design, but also because these divergent taxa have evolved different ways to deal with thermal changes. Therefore, we were interested in determining how much the transcriptome‐wide response varies when divergent populations of the same species are compared under different thermal regimes. As populations diverge in similar environments but in allopatry, does selection favor similar genetic responses across the populations? Or do novel mutations that appear in each population contribute to increased divergence in their response to thermal changes?

The copepod *Tigriopus californicus* is an ideal species in which to test this, as it gives us the opportunity to compare a number of locally adapted populations across a broad latitudinal spectrum differing in thermal tolerance. Populations of this species inhabit splash pools on the Pacific coast of North America and can be exposed to large changes in temperature on a daily basis. Gene flow is extremely low, which has led to the formation of many genetically divergent populations, even for populations that are only a few kilometers apart (Burton, 1997; Willett & Ladner, 2009). Within California, northern and southern populations fall out into two clades, with the northern clade encompassing populations north to Alaska (Burton, 1998; Edmands, 2001; Willett & Ladner, 2009; Figure 1a). Populations from the two clades show significant differences in local adaptation, particularly for thermal tolerance where upper thermal tolerance increases as latitude decreases, with lethal temperatures ranging from 35° in the northern clade to 38° in the southern clade (Kelly, Sanford, & Grosberg, 2012; Pereira, Barreto, & Burton, 2014; Tangwancharoen & Burton, 2014; Willett, 2010). In a study of acute thermal stress (35°), Schoville et al. (2012) found that *T. californicus* from a southern clade population (San Diego, CA) showed much greater upregulation of genes that are known to respond to heat stress, such as heat‐shock proteins, than did individuals from a northern clade population (Santa Cruz, CA), suggesting that their ability to upregulate these genes may be at least in part responsible for their higher heat tolerance. The northern population differentially expressed a much higher number of genes overall (both up‐ and downregulated), but to much lower levels of fold change.

**Figure 1:**
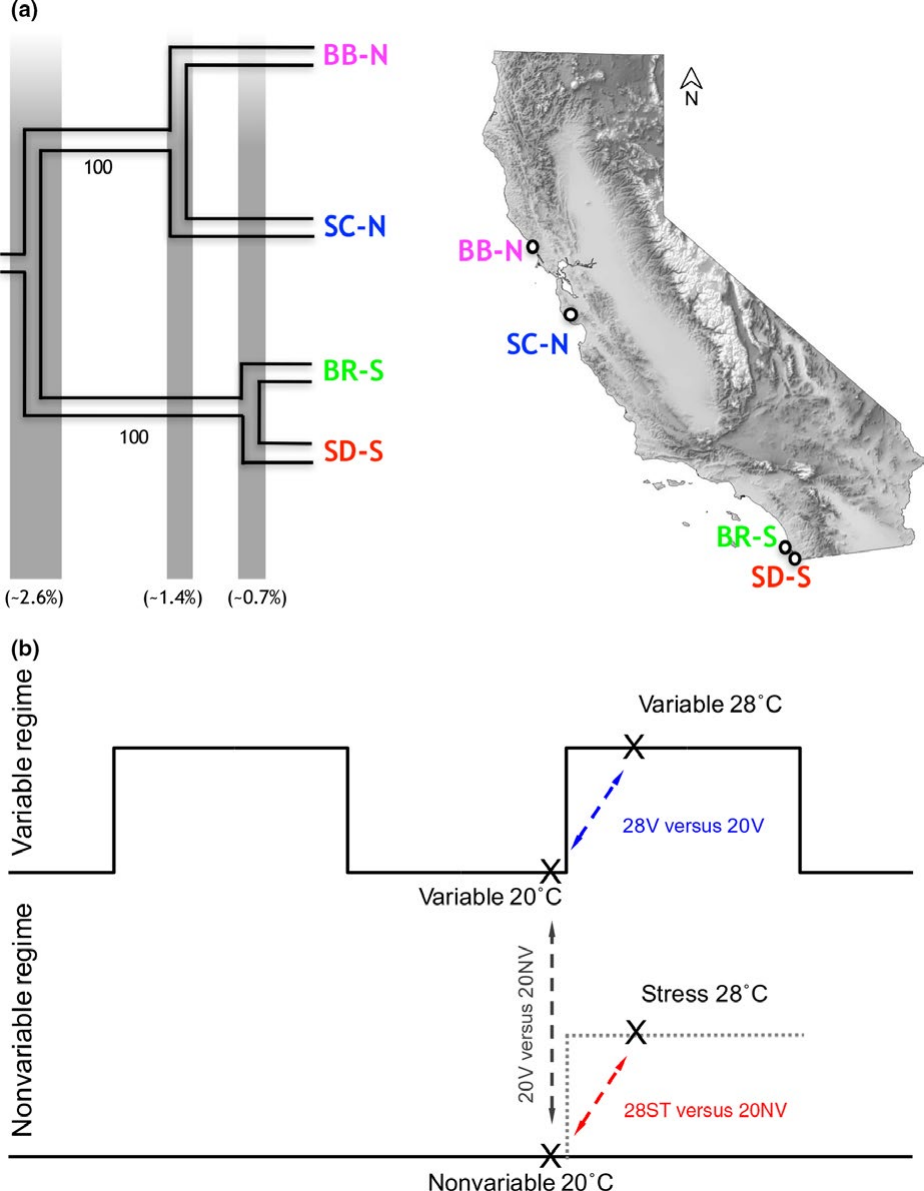
Phylogeography of populations and experimental design. (a) Phylogeny and sampling locations for the four populations in this study. Branch lengths reflect average genetic divergence. Numbers below branches are bootstrap support. Percentages in parentheses are averages of uncorrected divergence based on 11,560 nuclear loci (figure modified from Pereira et al., 2016); (b) populations were exposed to two thermal regimes (nonvariable and variable). Gene expression was assayed from both regimes at 20° at the end of the 20° portion of the variable regime. Copepods from the nonvariable regime were moved to 28° at this point. RNA was isolated from both regimes at 28°, after two hours at this temperature. Dashed arrows indicate pairwise comparisons that were made to calculate relative gene expression between treatments. In red: nonvariable at 20° (20NV) compared to stress at 28° (28ST); in blue: variable at 20° (20V) compared to variable at 28° (28V); in dark gray: 20NV compared to 20V

Differences in thermal adaptation in this species can also be observed as a shift in the thermal performance curve (TPC) of populations from south to north (Hong & Shurin, 2015). The width of the TPC remains the same, but the fitness peak shifts from warmer to cooler temperatures as you move north. In agreement with this, Willett (2010) showed that at higher nonlethal daily variable temperatures (20°–28°), two different southern populations outcompete two other northern ones, and the opposite is true for colder variable temperatures (16°–25°) or lower nonvariable temperatures (16°). The populations have roughly equivalent fitness at 20° (Willett, 2010). Both southern and northern populations commonly experience temperatures to and beyond 28° in nature, and when in the high variable temperature environment by themselves, all populations are able to develop and have offspring normally (Willett, 2010). Therefore, it seems northern populations are unable to survive in these high temperatures because of low competitiveness compared to the more heat‐tolerant southern populations.

In contrast to numerous studies carried out at high, nearly lethal stressful temperatures, fewer studies of genetic response have been carried out under moderate and variable temperatures that many organisms may encounter on a regular basis (but see Barshis et al., 2013; Kenkel, Meyer, & Matz, 2013; Franssen et al., 2014; Dayan et al., 2015; Kenkel & Matz, 2016). Here, we look at transcriptome‐wide gene expression under such moderately stressful temperatures in different populations of *T. californicus*. This study has two aims: (1) to determine how similar the transcriptome‐wide response is between relatively geographically proximate populations with similar thermal phenotypes (the two northern and two southern populations used in Willett, 2010) and (2) to elucidate the molecular responses that underlie the ability of copepods from these southern populations to outcompete the northern ones at higher, variable temperatures but not at lower temperatures (Willett, 2010). We use two different thermal regimes, with a total of four treatments, and compare the transcriptome‐wide response between the four populations from Willett (2010). By comparing the response from each population, we get a picture of how each population has adapted to deal with these temperature changes; while comparisons between treatments within populations show us the plastic response, these populations are able to mount given changes in temperature. The combined results show that the transcriptome‐wide response from each population differs greatly even between populations that are only 8 km apart (the two southern populations) and is even greater between the northern populations. The difference in gene expression changes also increased when organisms were raised in the variable temperature regime, compared to a nonvariable regime followed by a one‐time moderate heat stress. Our results suggest that the less heat‐tolerant northern populations are potentially outcompeted by southern ones at least in part due to the costs associated with changing the expression of a much higher number of genes when in the moderately high variable temperature regime.

## 2 Materials and Methods

### 2.1 Copepod collection, culture, and thermal treatments

Copepods were collected in May 2013 from rocky intertidal pools at four sites, the two southern populations of San Diego (SD‐S, 32°44′44″N, 117°15′18″W) and Bird Rock (BR‐S, 32°48′54″N, 117°16′23″W), and the two northern populations of Santa Cruz (SC‐N, 36°56′58″N, 122°02′49″W) and Bodega Bay (BB‐N, 38°19′4″N, 123°4′23″W) (Figure 1a). Copepods were maintained *en masse* cultures in petri dishes in 35 ppt artificial seawater (Instant Ocean, Aquarium Systems) and consumed both commercial fish food and natural algae growth. Cultures were kept in incubators with 12‐hr light:dark cycle at 20° for two to three generations before beginning the experiment. Copepods were exposed to two thermal regimes: (1) a nonvariable 20° and (2) a variable environment with 12 hr at 20° and 12 hr at 28° each day. Although the variable environment is more similar to the natural environment where daily temperature fluctuations are common, aspects such as rate of temperature change may be less representative (but are identical to those used in the Willett (2010) study). For both regimes for all populations, 25 gravid females were transferred to petri dishes (four dishes per population per treatment) and randomly assigned to one of the thermal regimes. Mothers were removed when offspring reached the copepodid stage. Therefore, copepods were born in their respective thermal regimes and stayed in this regime until they reached the adult life stage (copepodid stage 6) at which point RNA was extract for the different treatments. Differences in gene expression for each population, between thermal regimes, should be due to plasticity differences and not adaptation, as the copepods were in the different regimes only for the one generation. On the day before RNA isolation, 100 adult copepods (50 males and 50 females) were transferred to a new petri dish, without additional food. Each petri dish with 100 individuals was a replicate for one of the treatments. For each treatment, all populations had two dishes with 100 copepods and a separate mRNA library was created from the pool of 100 copepods for each population/treatment replicate (Fig. S1). As shown in Figure 1b, there were two sampling points for each thermal regime: (1) At the end of the 20° period in the variable regime, RNA was extracted from copepods from both regimes (20NV and 20V); at this point, copepods from the nonvariable regime were transferred to 28°; (2) 2 hr after the temperature shift to 28° on the variable regime, RNA was extracted from copepods at 28° from both regimes (28ST and 28V) (Figures 1b; S1.).

### 2.2 RNA extraction and Illumina sequencing

For each treatment at the appropriate sampling time, copepods from each dish (~100 individuals) were collected onto filter paper, rinsed with filtered seawater, and immediately transferred to 250 μl of TRI Reagent (Sigma). RNA isolation was performed following the manufacturer's protocol. RNA samples were quantified using Qubit 2.0 fluorometer (Life Technologies), and 2 μg of total RNA per sample were submitted to the UNC High‐Throughput Sequencing Facility for library preparation and sequencing. RNA‐seq libraries were prepared using the TruSeq Sample Prep Kit (Illumina), and samples were sequenced as 100‐bp single‐end unstranded mRNA libraries in the Illumina HiSeq 2000 (for one replicate of SD‐S and SC‐N, and both replicates of BR‐S and BB‐N) and HiSeq 2500 (for the second replicate of SD‐S and SC‐N). Each Illumina sequencing lane contained two populations (SD‐S and SC‐N; BR‐S and BB‐N), with all treatments barcoded. Replicates were sequenced in the same manner in separate lanes, for a total of four lanes. A total of 32 libraries were sequenced (four populations x two thermal regimes x two treatments per thermal regime × two replicates per treatment). Illumina reads were deposited in the NCBI SRA BioProject (PRJNA308869). Illumina reads were trimmed for quality using CLC Genomics Workbench (CLC GW) 7.0.4 (CLC Bio) discarding bases with Phred score lower than 20, and keeping reads with at least 15 bp remaining after trimming.

### 2.3 Transcriptome assembly and annotation

An annotated reference genome for the SD‐S population has been published online (https://i5k.nal.usda.gov/Tigriopus_californicus), and it was used to build transcriptome references for all populations in this study as follows. Annotated genes from the SD‐S reference genome were extracted, and alternative splice variants were removed, keeping only the longest splice variant of a gene. To avoid a bias in mapping of reads from SD‐S to its own high‐quality reference with reads from the other populations likely to have some SNP differences, we built references from each of the four populations by mapping them to the SD‐S genes. Trimmed reads from all treatments were combined for each single population and mapped to the SD‐S genes using BWA MEM using default parameters (Li & Durbin, 2009). Following mapping, reads with low mapping quality (MAPQ < 20, likely the result of incorrect alignment) were removed, and the consensus sequences for each population were extracted using SAMtools and BCFtools (Li, 2011; Li et al., 2009). We assessed the quality of the references by calculating the total percentage “N” in the reference transcript set of each population. We also compared the sizes of the orthologous contigs and the percentage “N” in each contig for all transcripts that occurred in all four populations. As our gene expression analysis only compared within‐population differences in treatment reads mapped to their own reference, no further action was taken at this stage of the analysis to remove short transcripts with a high percentage of “N,” as these were removed during gene expression analysis.

The current SD‐S genome assembly is thought to include ~80% of the entire genome, and certain genes are known to not be in this reference. To avoid excluding these genes from our analysis, we used de novo transcriptome assemblies from Pereira et al. (2016) to complement the pool of genes in our analysis as the populations used in this study are the same as the ones used in Pereira et al. (2016). To avoid confusion, we will refer to the set of genes relating to the reference genome as genomic transcripts (GTs), and from the de novo transcriptome assembly as de novo transcripts (DNTs). Transcripts originating from the different references can be differentiated based on their ID, where GT IDs begin with “TCALIF,” while DNT IDs begin with either “Contig” or “comp.”

BLAST2GO (Conesa et al., 2005) was used to annotate transcripts from the references. We used the SD‐S reference for annotation as it had slightly higher quality than the others. BLASTX searches were performed against the “nr” NCBI protein database, retaining hits with *E ≤ *10^−3^. Gene Ontology (GO) terms (Ashburner et al. 2000) were retrieved for contigs with positive BLAST hits, with an *E ≤ *10^−3^.

### 2.4 Mapping and identification of differentially expressed genes

Trimmed reads for each treatment were mapped to their respective population's GT references in CLC GW (mapping parameters: similarity fraction = 0.99; length fraction = 0.8; mismatch cost = 2; insertion cost = 3; deletion cost = 3). Unmapped reads were retained and mapped to the DNT references using the same mapping parameters. Only unique mapped reads from the two sets of mapping files were used in further analyses. Only orthologous genes that occurred in all four populations were considered. Orthologous genes from the GT reference already had the same ID, while those from the DNT reference were extracted from the orthologous list in Pereira et al. (2016) and were given the SD‐S ID for ease of comparison in later steps.

Differential expression was determined using the Bioconductor package edgeR (Robinson, McCarthy, & Smyth, 2010), in pairwise comparisons between treatments within each population. As the pairwise comparisons were not simply “control versus treatment,” separate files for each pairwise comparison for each population were created and analyzed separately. Genes with very low levels of expression in both treatments were removed by retaining only those that accumulated at least two counts per million in at least two of four samples, allowing for both replicates of a treatment to have zero mapped reads, if both replicates in the other treatments had enough reads mapped to them. This also removed all genes that had zero mapped reads in the DNT reference, because the appropriate reads for these transcripts had already mapped to the GT reference. Compositional differences between the libraries were normalized using the trimmed mean of M‐value method (Robinson & Oshlack, 2010). For each population, all treatments were examined for possible batch effects between the replicates, using a multidimensional scaling (MDS) plot to visualize the level of similarity between each RNA sample for each population (Fig. S2). To account for batch effects between the replicates, a negative binomial generalized linear model (GLM) was fit, where “sequencing lane” was used as a blocking factor. Likelihood ratio tests were used to determine genewise expression differences between two treatments, followed by a false discovery rate (FDR) correction of *p* values set to 5% (Benjamini & Hochberg, 1995). Genes that were detected as differentially expressed (DE), but had 0 reads mapped to both replicates in one of the treatments, were considered DE but were excluded in comparisons of the magnitude of their relative expression, as they showed abnormally high levels of fold change. Gene expression data are available through the NCBI Gene Expression Omnibus under Accession No. GSE80737.

### 2.5 Pairwise comparisons of relative gene expression

Three pairwise comparisons between treatments were performed in EdgeR, each aimed at answering a specific question (Figure 1b). To determine how populations respond to potentially low levels of thermal stress, relative expression between the nonvariable 20° (20NV) and stress 28° (28ST) treatments was calculated. To determine how populations respond to daily fluctuations in temperature, relative expression between the variable 20° (20V) and variable 28° (28V) was calculated. Differences between these two comparisons (28ST vs. 20NV vs. 28V vs. 20V) should then reflect the effects of phenotypic plasticity responses to exposure to 28°. To determine whether genes were being differentially expressed between variable and nonvariable regimes, relative expression between 20NV and 20V was calculated.

### 2.6 Gene ontology enrichment analysis

Enrichment of Gene Ontology (GO) terms was assessed in Blast2GO using Fisher's exact tests for every GO term that appeared in a subset of genes, compared to all genes used in the analysis for each population (reference set). *p‐*values were adjusted for multiple comparisons using a FDR set at 5%. GO enrichment analysis was performed for up‐ and downregulated genes separately for each pairwise comparison in each population. In many cases, redundant GO terms were significantly enriched in a dataset, in which case only one of these terms was included in our results using the following criteria: (1) If the terms associated with the same transcript belonged to different GO categories (i.e., biological process (P), molecular function (F), or cellular component (C)), they were all kept; (2) the most specific term was kept if it included approximately the same number of genes as the more broad term (e.g., response to stress (more specific) had 13 genes, response to stimulus (broader) also had 13 genes, response to stress was kept); (3) when multiple more specific terms combined included most of the genes in their common broader term, the specific ones were kept.

## 3 Results

### 3.1 Illumina sequencing and RNA‐seq mapping

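Gene expression was measured by RNA-seq in 4 populations of T. californicus, SD-S (San Diego) and BR-S (Bird Rock) from the south and SC-N (Santa Cruz) and BB-N (Bodega Bay) from the north. Copepods raised at a nonvariable 20° were sampled at 20° (20NV) or after 2 h at 28° (28ST), and copepods raised in a variable regime of 12 h at 20° and 12 h at 28° per day were sampled at the end of the 20° portion (20V) or after 2 h at 28° (28V). Each library was made from the RNA of a pool of 100 copepods, 50 males and 50 females, and 2 pools per treatment gave 32 libraries of 100-bp single-end reads. The short description of the design that accompanies the data mentions a single replicate per population and treatment, whereas the sample titles and the paper give 2, and the tables hold values for 2. As the paper describes, the reads were trimmed and mapped to each population's genomic transcripts (GT, identifiers starting with TCALIF) and then to de novo transcripts (DNT, identifiers starting with Contig or comp), and only uniquely mapped reads were counted. The 2 replicates of a population were sequenced in separate lanes, and each lane held 2 populations (SD-S with SC-N, and BR-S with BB-N), so differences in level between the 2 pairs of populations also include any difference between lanes. The authors deposited 12 tables, 1 for each of 3 comparisons in each population (28ST vs 20NV, 28V vs 20V and 20V vs 20NV), each with 4 libraries. Their values are counts scaled to library size (cpm) after TMM scaling by edgeR, and are called values here. Multiplying each column by its library size gave whole numbers of reads in 100% of the entries of the 48 columns used, with a largest deviation of 0.00036 reads. The 16 libraries that appear in more than 1 table had identical reads in each, over 17222 to 17926 genes. Between 3647378 and 14509087 reads per library were recovered, with a median of 7413468. The column names carry a suffix that splits the libraries of each treatment into 1 of each kind, called suffix a and suffix b here, and suffix b had more reads than suffix a in all 16 pairs of libraries. Neither the labels nor the paper link a suffix to a replicate number, so no value is assigned to replicate 1 or 2. Each comparison was fitted with limma on log2(value + 1), with a variance trend and with the suffix as a block in place of the sequencing lane, which leaves 1 residual degree of freedom per gene. Standard errors (SE) are limma's moderated ones, adjusted p-values are Benjamini-Hochberg adjusted over all genes of a table, and DE genes are those with an adjusted p-value under 0.05. Every comparison within a population rests on 2 libraries per treatment. In SC-N for 28V vs 20V and in SD-S for 20V vs 20NV, limma estimated an infinite number of prior degrees of freedom. All genes of a given level then share a variance, so the size of these p-values cannot be set against that of other comparisons. In simulated data with 200 changed genes per comparison, this fit called between 0 and 74.0% of them, and it called at most 21 genes where no gene was changed. Positions on chromosomes are not given, since none of the 21556 gene identifiers occurs in the gene list used as reference, and gene names are the descriptions the authors provide.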

RNA sequencing yielded ~7.6–29 million reads per sample after trimming (Table S1). The genomic transcript (GT) references created by mapping RNA‐seq reads to the annotated *T. californicus* reference genome yielded 13,839 orthologous transcripts, while the de novo transcript assembly (DNT) from Pereira et al. (2016) included 12,576 orthologous transcripts, for a total of 26,415 transcripts. Of these, 20,211 (76%) had a significant BLAST hit and were assigned a gene name. GO terms were retrieved for 17,422 transcripts (66%). The approximately 26,000 transcripts is an overestimate of the number that factored in the analyses for two reasons. First, the two transcriptomes are redundant (redundant DNT transcripts were dropped after mapping reads as described in the methods), and second, several transcripts were filtered out during differential expression analysis due to low number of mapped reads. The resulting datasets varied slightly for each population because the transcripts with low coverage were not always the same, but all genes included in any of the populations’ set occur in all other populations, even if they were dropped due to low number of mapped reads in this study. 

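The 12 tables held between 17460 genes (BR-S, 28ST vs 20NV) and 18326 genes (SC-N, 20V vs 20NV). In each table the recovered reads of every gene reached 2 cpm in at least 2 of the 4 libraries, so the authors' filter on low counts had already been applied. Over the 3 tables of a population, 18471 genes were listed at least once in SD-S, of which 11715 were GT and 6756 DNT. The numbers were 18018 in BR-S (11676 GT, 6342 DNT), 18962 in SC-N (11573 GT, 7389 DNT) and 18294 in BB-N (11516 GT, 6778 DNT).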

The number of transcripts used for the remainder of the study was as follows: SD‐S: 18,471 (11,715 GT, 6,756 DNT); BR‐S: 18,018 (11,676 GT, 6,342 DNT); SC‐N: 18,962 (11,573 GT, 7,389 DNT); BB‐N: 18,294 (11,516 GT, 6,778 DNT).

The MDS plot showed that all RNA samples clustered strongly by population (Fig. S2a). 

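The values of each library were set against those of the other 7 libraries of its population on the log2 scale, over the genes with a mean value of at least 10 (11299 to 12022 genes). The mean Pearson correlation of a library with the other 7 was between 0.918 and 0.945 in SD-S, 0.925 and 0.946 in BR-S, 0.813 and 0.904 in SC-N, and 0.917 and 0.936 in BB-N. The lowest of the 32 libraries was the 28V library of SC-N with suffix a, whose highest correlation with another SC-N library was 0.880. The log2 fold change of each gene was also computed separately in the pair of libraries with suffix a and in the pair with suffix b. Across genes, the correlation between the 2 was lowest at -0.230 (SC-N, 28ST vs 20NV) and highest at 0.593 (SC-N, 20V vs 20NV), and it was 0.0042 in SD-S, 0.0249 in BR-S and 0.185 in BB-N for 28ST vs 20NV. These are correlations across genes, which are not independent replicates.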

Within each population, treatments and replicates showed some separation based on the sequencing lane they were in, but there was also a lack of consistent grouping between replicates of the same treatment (Fig. S2b‐e). A likely explanation for this is the fact that our treatment temperatures were not extreme, 28° is only moderately stressful to these populations, and are not expected to cause large consistent changes in expression for the large majority of the transcriptome. RNA was extracted from a pool of 100 individuals for each treatment, and only a small percentage of all the transcriptome is responding in the same way across all tissues of all individuals. However, this should not be seen as negative outcome; as suggested by Sorensen et al. (2005), this averaging across tissues is an advantage as we are able to identify general responses taking place in several tissues and across several individuals. This should increase our power to detect genes that are globally important for thermal regulation.

### 3.2 Response to moderate thermal stress in the two thermal regimes

When the different populations experience 28°, we expect northern populations to be more stressed as they have lower heat tolerance and their thermal performance curve is shifted to colder temperatures. Therefore, in both thermal regimes [nonvariable (NV) and variable (V)], we hypothesized that the northern populations will have to mount a stronger heat‐shock response, which should translate into a larger number of differentially expressed (DE) genes, as well as higher magnitude of change for these genes. We expect, especially in northern populations, upregulated genes to be involved in the heat‐shock response pathway (such as HSP genes), but not necessarily upregulation of genes associated with proteolysis or apoptosis as the high‐temperature treatments are well below the populations’ lethal temperatures. We also expect to see the downregulation of genes associated with normal cell maintenance as the heat‐shock response is known to favor the synthesis of HSPs while suppressing the expression of other genes (Tomanek, 2010). Southern and northern populations are expected to share more DE genes when compared to the population in the same region, as opposed to comparisons between regions. Our results, however, did not support (or only partially supported) our expectations. Below we detail the results for each thermal regime comparison.

### 3.3 Response to moderate thermal stress after nonvariable temperature regime (28ST vs. 20NV)

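After 2 h at 28° in copepods raised at a nonvariable 20°, the number of DE genes was 58 in BB-N (56 up, 2 down), 21 in BR-S (20 up, 1 down), 5 in SD-S (5 up, 0 down) and 4 in SC-N (4 up, 0 down). The number of genes with an unadjusted p-value under 0.05 was 1218 of 17730 in BB-N, 932 of 17460 in BR-S, 870 of 17866 in SD-S and 510 of 18050 in SC-N. The counts depended strongly on the test. Without a variance trend limma gave 3 DE genes in BB-N, 9 in BR-S and 0 in SD-S and SC-N (950 and 567 genes at an unadjusted p-value under 0.05), and without the replicate block it gave 0 in BR-S (736). edgeR's likelihood ratio test on the recovered reads gave the highest numbers, which were 239 in BB-N and 62 in SC-N with dispersions estimated jointly, and 113 in SD-S and 91 in BR-S with tagwise dispersions without a trend. With common, trended and tagwise dispersions estimated one after the other (stepwise), the likelihood ratio test gave 238 DE genes in BB-N, 85 in BR-S, 108 in SD-S and 54 in SC-N. In data simulated for this comparison without any changed gene, the stepwise test called 73 genes in BB-N, 61 in BR-S, 82 in SD-S and 150 in SC-N, and limma called 2 in BR-S and 0 in the others. In SC-N the simulated 150 exceeded the 54 called in the real data, so the simulation does not reproduce these libraries. The simulated numbers are therefore no estimate of how many real calls are false. The heat-shock protein 70 gene TCALIF_06728 was at 2.07 and 1.92 in the 20NV libraries of BB-N and at 827 and 558 in the 28ST libraries, a log2 fold change of 7.83 (SE 0.21, adjusted p = 0.000253). In SC-N it rose from 2.37 and 3.39 to 177 and 149 (log2 fold change 5.41, SE 0.23, adjusted p = 0.047), in SD-S from 10.0 and 7.55 to 380.1 and 161 (4.68, SE 0.24, adjusted p = 0.0425), and in BR-S from 14.6 and 9.29 to 303 and 173 (4.18, SE 0.17, adjusted p = 0.0022). A second heat-shock protein 70 gene, TCALIF_04517, had log2 fold changes of 6.03 in BB-N (SE 0.22, adjusted p = 0.000673), 5.36 in BR-S (SE 0.28, adjusted p = 0.00469), 4.50 in SC-N (SE 0.19, adjusted p = 0.047) and 4.94 in SD-S (SE 0.41, adjusted p = 0.107). TCALIF_03376, which has no description, rose in SD-S from 9.83 and 8.29 to 188 and 208 (log2 fold change 4.31, SE 0.17, adjusted p = 0.0265). The other DE genes of SD-S were TCALIF_03375, TCALIF_02439 (cd63 antigen) and TCALIF_09890 (clpx-like), and those of SC-N were comp38417_c0_seq1_22939 and TCALIF_13715 (heat-shock protein beta-1), of which TCALIF_09890 was named after its value was seen. Of the genes that fell, TCALIF_12758 (copine-9-like) had a log2 fold change of -1.83 in BR-S (SE 0.19, adjusted p = 0.0482). In BB-N, comp24356_c0_seq1_12848 had -3.32 (SE 0.40, adjusted p = 0.0457) and TCALIF_06172 had -1.48 (SE 0.18, adjusted p = 0.0493). A test of the difference in response between populations gave 0 genes for each of the 6 pairs, with between 194 (BR-S and SC-N) and 635 genes (BR-S and BB-N) at an unadjusted p-value under 0.05. The number was between 3 (SD-S and SC-N) and 20 genes (SC-N and BB-N) with the likelihood ratio test (joint dispersions). In data simulated for SD-S and BB-N with 200 genes whose response differed, the limma test called 0% of them, so a difference could go undetected.

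**Figure D1:**
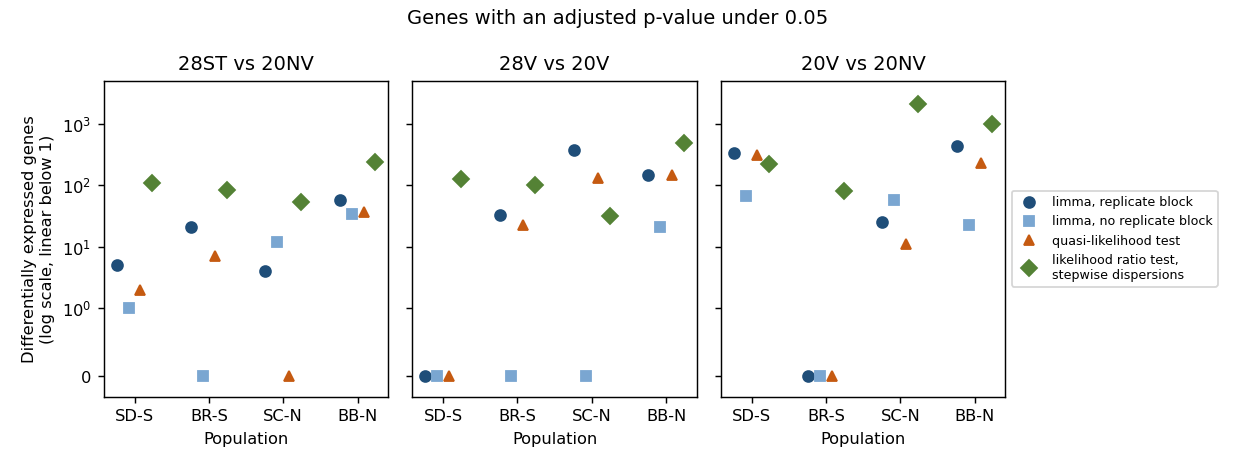
Number of DE genes in each population (horizontal axis) for the 3 comparisons (panels), on an axis that is linear near 0 and logarithmic above. Points of different shape are 4 tests of the same libraries, and in 28ST vs 20NV limma with the suffix block gave 4 to 58 genes and the likelihood ratio test with stepwise dispersions 54 to 238.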

For the northern populations, BB‐N differentially expressed a higher number of genes than the two southern populations (204 up, 33 down; versus 100 up and 7 down for SD‐S, and 74 up and 11 down for BR‐S), while SC‐N had the lowest number of DE genes of the four populations in the 28ST versus 20NV comparison (52 up and 2 down; Figure 2a and Appendix S1). The composition of DE genes in the 28ST versus 20NV comparison indicates that each population has a mostly unique pattern of differential gene expression for this stress. Only 25 genes were DE in all four populations in this comparison (Table S2), and while the majority of these shared DE genes are well‐characterized genes involved in heat‐shock response (including 12 HSP genes), they only make up between 10 and 46% of all DE genes in each population. 

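In the limma fits, 1 gene was DE in all 4 populations in 28ST vs 20NV, TCALIF_06728. Without the replicate block, or with edgeR's quasi-likelihood test, no gene was, and the likelihood ratio test with stepwise dispersions gave 25 genes, all 25 of them in Table S2 and 12 of them described as heat-shock proteins. In pairs of populations, the number of genes DE in both was 16 in BR-S and BB-N, 4 in SD-S and BR-S, 4 in SD-S and BB-N, 4 in SC-N and BB-N, 3 in BR-S and SC-N and 1 in SD-S and SC-N. Besides TCALIF_06728, which is in all 6 pairs, TCALIF_03375 and TCALIF_03376 were DE in SD-S with BR-S and with BB-N, TCALIF_09890 in SD-S and BR-S, TCALIF_02439 in SD-S and BB-N, TCALIF_04517 and TCALIF_13715 in SC-N with BR-S and with BB-N, and comp38417_c0_seq1_22939 in SC-N and BB-N. All 25 genes of Table S2 had a positive log2 fold change in each population. With limma, 24 of them were DE in BB-N, 15 in BR-S, 4 in SD-S and 3 in SC-N. The paper reads the composition of the DE genes, of which the 25 shared genes make up 10 to 46% in each population, as a mostly unique pattern for each population.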

In pairwise comparisons, the populations share only a few more genes than these 25 common DE genes, but southern and northern populations do not share more DE genes within region than they do between regions (Figure 3a; Appendix S2). Even if we consider genes that are DE in at least one of the populations in pairwise comparisons and look at the direction of the expression change (regardless of whether or not the *p*‐value threshold is met), southern and northern populations share approximately the same percentage of genes within and between regions, with some between‐region comparisons sharing a higher percentage of genes that change in the same direction (Figure 3a; Appendix S2). 

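Among genes DE in at least 1 population of a pair in 28ST vs 20NV, the percentage with the same direction of change in both was 95% within the southern region (20 genes, 95% exact Clopper-Pearson interval 75.1 to 99.9) and 89.3% within the northern region (56 genes, 78.1 to 96.0). Between regions it was 100% for SD-S and SC-N (8 genes, 63.1 to 100) and for SD-S and BB-N (56 genes, 93.6 to 100), 95.2% for BR-S and SC-N (21 genes, 76.2 to 99.9) and 86.4% for BR-S and BB-N (59 genes, 75.0 to 94.0). All 6 intervals overlapped, and genes are not independent replicates. Only genes that passed the filter in both populations of a pair were counted. With the likelihood ratio test with stepwise dispersions, the percentage was lowest at 65.7% (BR-S and BB-N) and highest at 86.6% (SD-S and SC-N), and with jointly estimated dispersions it was 82.6% for BR-S and SC-N.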

The magnitude of the fold change of these genes, however, may be more informative. 

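The mean fold change of the 25 genes that Table S2 lists for 28ST vs 20NV, computed from the limma fits, was 7.62 in BR-S, 7.70 in SD-S, 7.99 in SC-N and 19.03 in BB-N. The means of the separate suffixes were 6.25 and 10.5 in SD-S, 7.86 and 7.89 in BR-S and 8.59 and 8.17 in SC-N, against 16.6 and 22.2 in BB-N. The geometric mean was 5.55 in SD-S, 5.54 in BR-S, 6.18 in SC-N and 9.12 in BB-N. Without TCALIF_06728 the mean in BB-N was 10.35 and that in SC-N 6.55, below 7.18 in BR-S and 6.95 in SD-S. The median, the alternative that moved the value most in each population, was 4.29 in SD-S, 4.54 in BR-S, 5.63 in SC-N and 7.59 in BB-N. The ratio of mean values without a pseudocount gave 24.5 in BB-N, 9.21 in SC-N, 8.89 in BR-S and 8.06 in SD-S. The fold change of TCALIF_06728 itself was 25.6 in SD-S, 18.2 in BR-S, 42.6 in SC-N and 228 in BB-N.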

Overall, SD‐S on average upregulated the shared 25 DE genes to the smallest degree compared with the other populations, and this increased as you moved north, with BB‐N showing the highest average magnitude of change in expression of these genes (Table S2).

**Figure 2:**
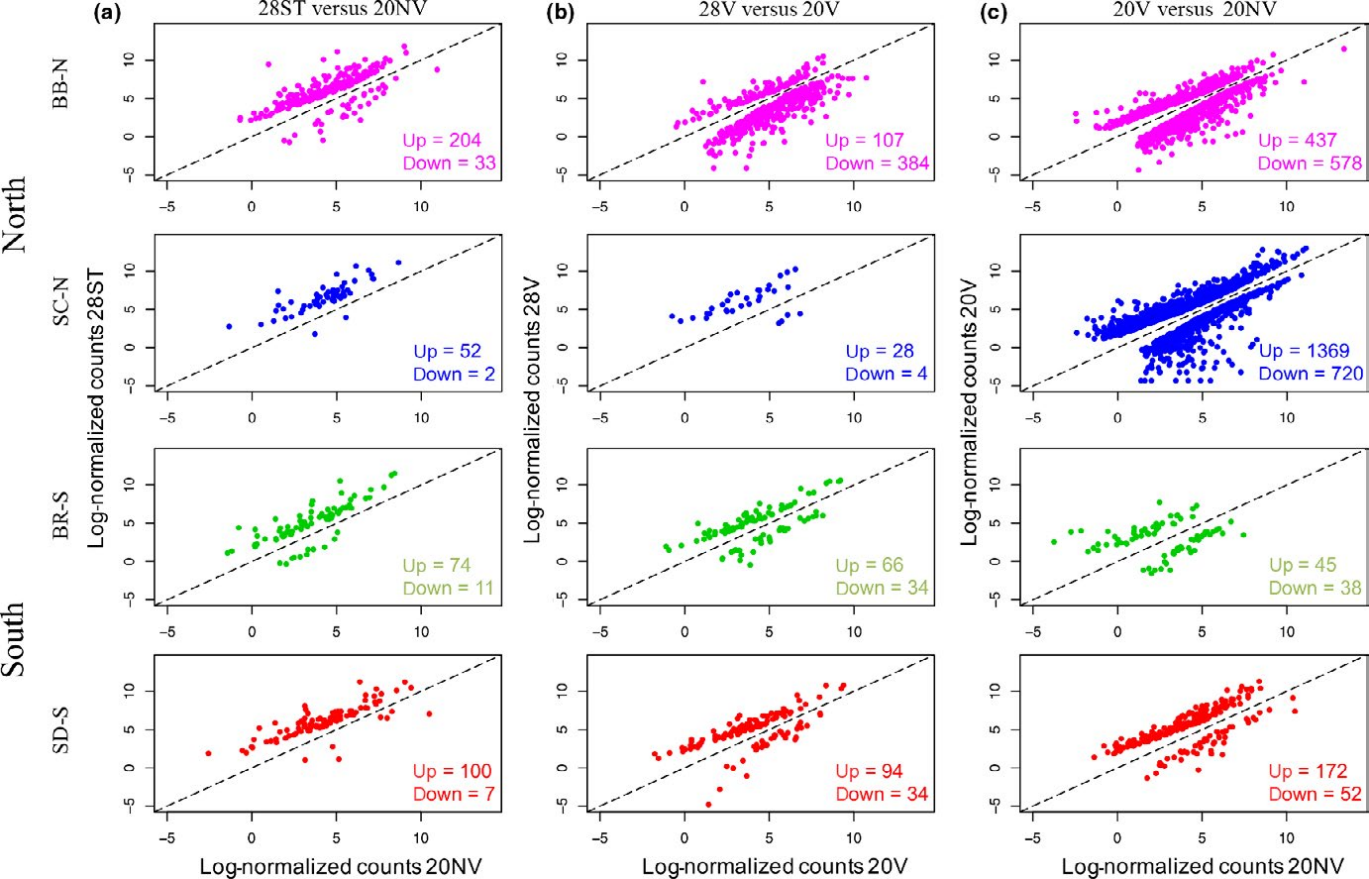
Differentially expressed genes for the three pairwise treatment comparisons. (a) Stress 28° (28ST) versus nonvariable 20° (20NV); (b) variable 28° (28V) versus variable 20° (20V); (c) variable 20° (20V) versus nonvariable 20° (20NV). *X*‐axis and *y*‐axis are expression values for the different treatments, measured as the log_2_ count of reads mapped to each transcript, normalized for the library size, averaged between replicates. Genes above the diagonal 1:1 line have higher expression in the *y*‐axis treatment, while genes below the diagonal line have higher expression in the *x*‐axis treatment

**Figure 3:**
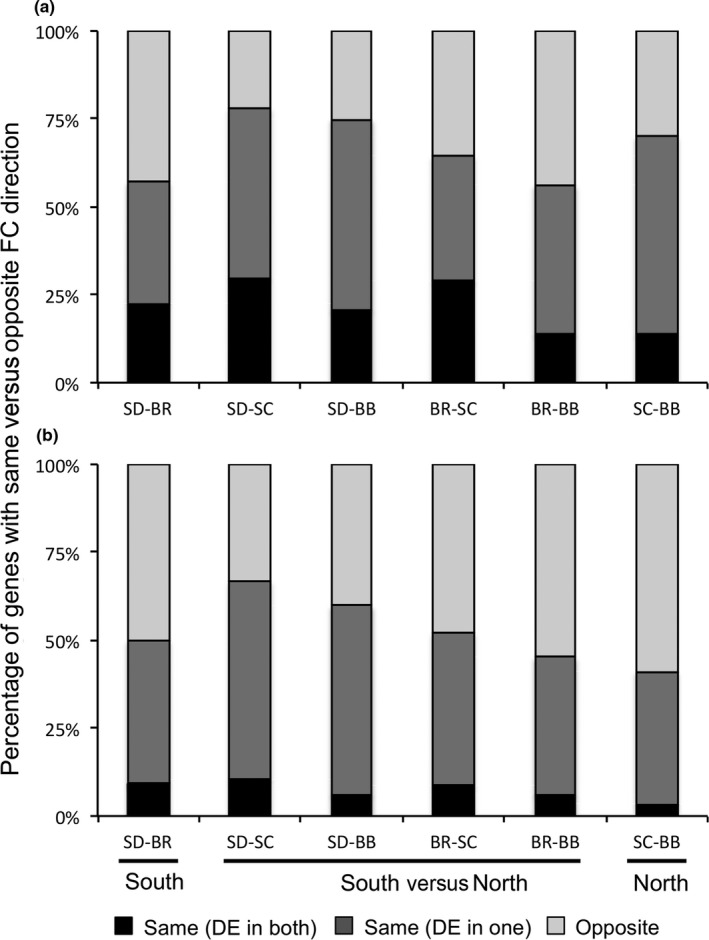
Percentage of genes with same versus opposite fold change direction in pairwise comparisons. (a) Stress at 28° (28ST) versus nonvariable 20° (20NV); (b) variable 28° (28V) versus variable 20° (20V). Fold change direction (but not magnitude) was determined for genes that were differentially expressed in one or both populations for all six pairwise comparisons. In both (a) and (b), within‐region comparisons do not have a higher percentage of genes changing in the same direction than the between‐region comparisons. Percentage of genes changing in the same direction is lower in the variable temperature regime for all comparisons. “Same (DE in both)” are genes that are differentially expressed in both populations, and fold change is in the same direction. “Same (DE in one)” are genes that are differentially expressed in only one of the two populations, but fold change is in the same direction in both. “Opposite” are genes with fold change in opposite direction in each of the populations

In all four populations, GO enrichment analysis found that terms associated with response to stress, unfolded protein binding, and protein folding (except for BB‐N) were enriched in DE genes that were upregulated (Table 1). 

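Of the upregulated genes in 28ST vs 20NV, those described as a heat-shock protein numbered 1 of 5 in SD-S, 8 of 20 in BR-S, 3 of 4 in SC-N and 15 of 56 in BB-N with limma. The likelihood ratio test with stepwise dispersions gave 16 in SD-S, 13 in BR-S, 14 in SC-N and 15 in BB-N. A description was available for 502 of the 1025 genes DE in at least 1 of the 12 comparisons, so the numbers cover described genes alone. The heat-shock protein 90 gene comp46685_c0_seq1_33583 rose in BB-N from 5.68 and 7.49 to 119 and 84.0 (log2 fold change 3.75, SE 0.26, adjusted p = 0.00684) and in BR-S from 355 and 332 to 3187 and 2573 (3.06, SE 0.32, adjusted p = 0.0482). In SD-S (2.34, SE 0.21, adjusted p = 0.107) and SC-N (2.96, SE 0.52, adjusted p = 0.805) its adjusted p-value was above 0.05. In SC-N the 28ST libraries were at 19.2 and 103, a larger spread than in the other populations.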

Heat‐shock protein genes contributed to the enrichment of these terms and were the most common class of upregulated genes (16 in SD‐S, 13 in BR‐S, 14 in SC‐N, and 15 in BB‐N). GO terms related to protein targeting and cell motility were also enriched in SD‐S, while structural molecule activity and extracellular region terms were enriched in downregulated genes in BB‐S. In this last case, these terms are overrepresented in large part due to the large number of cuticle proteins that are DE (especially in BB‐N; Table 1).

**Table 1:** Enriched gene ontology (GO) terms for differentially expressed genes in the three treatment comparisons

Term	Category	*p* value	# Genes with term	Expression change	GO‐ID
28ST versus 20NV					
SD‐S					
Response to stress	P	1.47E−12	23	Up	GO:0006950
Unfolded protein binding	F	1.02E−07	7	Up	GO:0051082
Protein folding	P	2.97E−04	6	Up	GO:0006457
Protein targeting	P	6.05E−03	4	Up	GO:0006605
Cell motility	P	2.65E−02	4	Up	GO:0048870
BR‐S					
Response to stress	P	7.37E−08	16	Up	GO:0006950
Unfolded protein binding	F	7.54E−07	6	Up	GO:0051082
Protein folding	P	1.39E−03	5	Up	GO:0006457
SC‐N					
Response to stress	P	2.29E−11	17	Up	GO:0006950
Unfolded protein binding	F	6.26E−06	5	Up	GO:0051082
Protein folding	P	4.15E−03	4	Up	GO:0006457
BB‐N					
Response to stress	P	3.75E−08	26	Up	GO:0006950
Unfolded protein binding	F	1.93E−04	6	Up	GO:0051082
Structural molecule activity	F	0.00147	4	Down	GO:0005198
Extracellular region	C	0.02583	3	Down	GO:0005576
28V versus 20V					
SD‐S					
Structural molecule activity	F	1.73E−09	15	Up	GO:0005198
Response to stress	P	1.08E−08	18	Up	GO:0006950
Unfolded protein binding	F	1.44E−06	6	Up	GO:0051082
Extracellular region	C	3.68E−02	7	Up	GO:0005576
Protein folding	P	2.36E−03	5	Up	GO:0006457
Protein targeting	P	3.68E−02	3	Up	GO:0006605
BR‐S					
Unfolded protein binding	F	0.0301	3	Up	GO:0051082
Structural molecule activity	F	4.24E−03	5	Down	GO:0005198
Hydrolase activity, acting on carbon–nitrogen (but not peptide) bonds	F	4.24E−03	3	Down	GO:0016810
Carbohydrate metabolic process	P	2.08E−02	4	Down	GO:0005975
SC‐N					
Response to stress	P	3.35E−07	10	Up	GO:0006950
Unfolded protein binding	F	1.73E−03	2	Up	GO:0051082
BB‐N					
Response to stress	P	1.16E−06	17	Up	GO:0006950
Unfolded protein binding	F	2.60E−03	4	Up	GO:0051082
Structural molecule activity	F	3.79E−51	71	Down	GO:0005198
Extracellular region	C	4.69E−06	27	Down	GO:0005576
20V versus 20NV					
SD‐S					
Structural molecule activity	F	3.07E−13	21	Up	GO:0005198
Peptidase activity	F	2.94E−04	8	Down	GO:0008233
BR‐S					
Extracellular region	C	3.28E−03	6	Up	GO:0005576
Carbohydrate metabolic process	P	3.40E−02	4	Up	GO:0005975
Hydrolase activity	F	3.40E−02	8	Up	GO:0016787
Peptidase activity	F	4.64E−02	4	Down	GO:0008233
SC‐N					
Extracellular region	C	2.43E−12	78	Up	GO:0005576
Cell wall organization or biogenesis	P	2.50E−06	10	Up	GO:0071554
Carbohydrate metabolic process	P	4.10E−05	48	Up	GO:0005975
Structural molecule activity	F	2.45E−04	42	Up	GO:0005198
Hydrolase activity	F	1.73E−03	129	Up	GO:0016787
Oxidoreductase activity	F	6.66E−03	66	Up	GO:0016491
Sulfur compound metabolic process	P	2.39E−02	15	Up	GO:0006790
Cytoskeletal protein binding	F	2.42E−02	22	Up	GO:0008092
Nucleus	C	2.52E−06	100	Down	GO:0005634
Chromosome	C	7.13E−04	29	Down	GO:0005694
Cellular nitrogen compound metabolic process	P	2.26E−02	114	Down	GO:0034641
DNA binding	F	1.04E−02	44	Down	GO:0003677
Protein binding transcription factor activity	F	1.04E−02	11	Down	GO:0000988
Cell cycle	P	1.04E−02	32	Down	GO:0007049
External encapsulating structure	C	2.26E−02	3	Down	GO:0030312
Peptidase activity	F	3.07E−02	36	Down	GO:0008233
Microtubule organizing center	C	3.92E−02	11	Down	GO:0005815
BB‐N					
Structural molecule activity	F	6.46E−15	38	Up	GO:0005198
Hydrolase activity	F	1.90E−03	59	Down	GO:0016787
Extracellular region	C	3.59E−02	22	Down	GO:0005576
Oxidoreductase activity	F	3.59E−02	29	Down	GO:0016491
Carbohydrate metabolic process	P	3.59E−02	18	Down	GO:0005975
Lyase activity	F	3.59E−02	9	Down	GO:0016829

“Category” refers to the GO categories: C, cellular component; F, molecular function; P, biological process. *p* values are corrected for multiple comparisons using a false discovery rate of 5%.

SD‐S, San Diego; BR‐S, Bird Rock; SC‐N, Santa Cruz; BB‐N, Bodega Bay.

### 3.4 Response to moderate thermal stress in variable versus nonvariable temperature regimes (28ST vs. 20NV compared to 28V vs. 20V)

Next, we looked at the effects that raising individuals in a variable temperature regime (20°–28°) would have compared to the effects of raising them at a nonvariable 20° and exposing them to 28° as adults. Between 28V and 20V, BB‐N differentially expressed a larger number of genes than the southern populations (107 up, 384 down versus 94 up and 34 down for SD‐S, and 66 up and 34 down for BR‐S), but once again SC‐N had a much lower number of DE genes than the other populations (28 up, four down) (Figure 2b and Appendix S1). 

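Between 28V and 20V, limma gave 146 DE genes in BB-N (17 up, 129 down), 33 in BR-S (25 up, 8 down), 374 in SC-N (95 up, 279 down) and 0 in SD-S. The number of genes with an unadjusted p-value under 0.05 was 1777 of 17664 in BB-N, 1020 of 17554 in BR-S, 1571 of 18321 in SC-N and 761 of 17987 in SD-S. The count in SC-N rests largely on 1 library. Of its 374 genes, 272 changed in opposite directions in the 2 suffixes or changed in one by less than 0.25 times the change in the other, and in 270 of these 272 the larger change was in suffix a. The 28V library with suffix a was the one farthest from the mean of the other 3 for 8416 of the 11952 genes with a mean value of at least 10. Without the replicate block, SC-N had 0 DE genes in this comparison, and with the likelihood ratio test with stepwise dispersions it had 32. The limma p-values of SC-N here rest on infinite prior degrees of freedom, against 3.41 in BB-N and 9.59 in BR-S. Their small size is no sign of stronger evidence than in the other populations. TCALIF_04670, for example, was at 397 and 485 in the 20V libraries of SC-N and at 3.63 and 444 in the 28V libraries (log2 fold change -3.28, SE 0.42, adjusted p = 2.02e-11), and its log2 fold change was -6.42 in suffix a and -0.13 in suffix b. comp33259_c0_seq1_18441 had -5.63 in suffix a and -1.22 in suffix b. TCALIF_06172 rose in both suffixes in SC-N, from 0.209 and 11.2 to 41.3 and 99.5 (log2 fold change 4.09, SE 0.44, adjusted p = 6.85e-17), as did comp50110_c0_seq1_41582 (3.95, SE 0.41, adjusted p = 4.22e-18). In BB-N, TCALIF_02545, which has no description, fell from 465.5 and 193 to 7.83 and 4.44 (log2 fold change -5.44, SE 0.16, adjusted p = 0.0108), and TCALIF_01526 (e-selectin precursor) had -5.07 (SE 0.42, adjusted p = 0.0299). TCALIF_00461 rose in BB-N (2.95, SE 0.17, adjusted p = 0.0161), as did TCALIF_06906 (2.76, SE 0.19, adjusted p = 0.0224). In BR-S, comp51313_c0_seq1_44507 rose from 15.5 and 27.3 to 158 and 225 (3.13, SE 0.19, adjusted p = 0.000111), while TCALIF_12956 (-3.16, SE 0.29, adjusted p = 0.00209) and TCALIF_06956 (-2.40, SE 0.29, adjusted p = 0.00902) fell. The difference in response between 2 populations was tested for each of the 6 pairs and gave 3 genes for SD-S and BB-N, where 633 had an unadjusted p-value under 0.05. It gave 0 for the other 5 pairs, with between 253 (SD-S and SC-N) and 659 genes (BR-S and BB-N) under that value. The number was between 7 (SD-S and SC-N) and 142 genes (SC-N and BB-N) with the likelihood ratio test (joint dispersions).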

Only shared 10 genes were DE in all four populations in this comparison (Table S2), and as for 28ST versus 20NV, only a small number of DE genes were shared between pairs of populations (Figure 3b; Appendix S3). 

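No gene was DE in all 4 populations in 28V vs 20V with limma, since SD-S had none. With the likelihood ratio test with stepwise dispersions, 10 genes were, all 10 of them in Table S2 and 4 of them described as heat-shock proteins, and 7 of the 10 were also among the genes DE in all populations in 28ST vs 20NV. Pairs of populations had 17 (SC-N and BB-N), 12 (BR-S and SC-N) and 4 (BR-S and BB-N) genes DE in both, and the 4 were TCALIF_00461, TCALIF_00753, TCALIF_01534 and TCALIF_04517.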

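For 28V vs 20V, the percentage of genes with the same direction of change in both populations of a pair, among genes DE in at least 1, was 82.8% for SD-S and BR-S (29 genes, 95% exact Clopper-Pearson interval 64.2 to 94.2), 60.1% for SD-S and BB-N (138 genes, 51.5 to 68.4), 57.3% for BR-S and SC-N (344 genes, 51.9 to 62.6) and 56.7% for SD-S and SC-N (337 genes, 51.2 to 62.0). It was 43.3% for SC-N and BB-N (466 genes, 38.8 to 48.0) and 35.4% for BR-S and BB-N (158 genes, 28.0 to 43.4). Each was lower than in 28ST vs 20NV for the same pair. Only genes that passed the filter in both populations of a pair were counted. With limma the intervals of the 2 comparisons overlapped for SD-S and BR-S and were separate for the other 5 pairs. With stepwise dispersions, the likelihood ratio test gave 57.1% for SD-S and BR-S and 51.8% for BR-S and BB-N. These were also lower than in 28ST vs 20NV (73% and 65.7%). With that test the intervals also overlapped for SD-S and SC-N (78.9 to 92.3 and 64 to 80). At an adjusted p-value under 0.01, SD-S and BB-N had 100% in both comparisons, from 16 genes and 1 gene. BR-S and BB-N then had 93.8% and 91.7%. The 3 pairs with SC-N are dominated by the genes of that population, most of which changed mainly in the libraries with suffix a. No gene of SD-S passed the threshold in 28V vs 20V, so its pairs hold only genes DE in the other population.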

The differences in gene expression profile (measured as the percentage of genes with the same fold change direction in pairwise comparisons) between the populations were higher in the 28V versus 20V than in the 28ST versus 20NV comparison (Figure 3, Appendices S2 and S3).

Differences between the 28ST versus 20NV and 28V versus 20V comparisons are due to phenotypic plasticity of gene expression, and if this plasticity is dampened when copepods experience a temperature on a daily basis (20°–28° variable regime), we would expect a smaller number of DE genes in all populations, and lower fold change for genes involved in heat‐shock response. 

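The number of genes DE in both 28ST vs 20NV and 28V vs 20V was 21 in BB-N, 10 in BR-S, 4 in SC-N and 0 in SD-S with limma. Of these, 12 of 21 in BB-N had a smaller log2 fold change, regardless of sign, in the variable regime, as did 10 of 10 in BR-S and 4 of 4 in SC-N. The likelihood ratio test with stepwise dispersions gave 65 of 128 in BB-N, 20 of 27 in BR-S, 11 of 18 in SC-N and 35 of 41 in SD-S. The paper's Figure 4 sets signed log2 fold changes against each other, where a gene that goes from up to down is always lower in the variable regime. In BB-N, 9 of the 21 genes went from up to down. With the stepwise test 64 of the 128 changed direction, 62 of them from up to down. The counts regardless of sign are therefore not those of the paper's statement. Over the 25 genes that Table S2 lists for 28ST vs 20NV, whether DE or not, the log2 fold change was smaller in 28V vs 20V for 25 of 25 in SD-S, 23 of the 24 tested in BR-S, 19 of 25 in SC-N and 25 of 25 in BB-N. These genes were listed for their response in 28ST vs 20NV, and such a choice favours a smaller value in the other comparison. The difference between the 2 responses, (28V - 20V) - (28ST - 20NV), was tested as an interaction in the 8 libraries of each population after joint TMM scaling of the recovered reads. It gave 82 genes in BB-N, all with a lower log2 fold change in the variable regime, where 1270 genes had an unadjusted p-value under 0.05. It gave 0 genes in SD-S, BR-S and SC-N, where 250, 308 and 160 genes had an unadjusted p-value under 0.05. For the genes that Table S2 lists for 28V vs 20V alone, TCALIF_00461, TCALIF_06172 and TCALIF_13893, the difference was positive in SD-S and SC-N. It was negative for TCALIF_06172 in BR-S (-1.36) and for TCALIF_00461 (-0.30) and TCALIF_13893 (-0.64) in BB-N, and otherwise positive. For TCALIF_06172 in SD-S it was 6.02 (SE 1.19) with limma, where the unadjusted p-value was 0.00168 and the gene did not pass the adjustment. The likelihood ratio test (joint dispersions) gave an adjusted p-value of 0.0104 for this difference.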

Most genes that were DE in both 28ST versus 20NV and 28V versus 20V had lower fold change in the variable regime, consistent with our expectations (Figure 4). This was especially true for HSPs where in all but one case (an HSP 90 in SC‐N), the fold change was lower in 28V versus 20V. 

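Of the 12 heat-shock protein genes among the 25 genes that Table S2 lists for 28ST vs 20NV, the response was smaller in the variable regime in 12 of 12 in SD-S, BR-S and BB-N and in 10 of 12 in SC-N. The median interaction on the log2 scale was -1.04 in SD-S, -1.27 in BR-S, -0.68 in SC-N and -2.25 in BB-N. It passed an adjusted p-value of 0.05 in 7 of the 12 genes in BB-N and in 0 of 12 in the other populations, and with the likelihood ratio test (joint dispersions) in 12 of 12 in BB-N, 4 of 12 in SD-S and 0 of 12 in BR-S and SC-N. In SC-N the 2 genes with a larger response were comp46685_c0_seq1_33583 (heat-shock protein 90, interaction 0.29, SE 0.68, adjusted p = 0.921) and TCALIF_05614 (heat-shock protein 40, interaction 0.38, SE 0.30, adjusted p = 0.879).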

BB‐N showed the highest difference in fold change between 28ST versus 20NV and 28V versus 20V, indicating it is expressing the greatest degree of plasticity in gene expression, with different HSPs 70 and 90 going from a range of 333.38‐8.88 fold change in 28ST versus 20NV to 4.85‐2.30 fold change in 28V versus 20V. 

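In BB-N, TCALIF_06728 rose in the variable regime from 21.9 and 33.2 in the 20V libraries to 151 and 113 in the 28V libraries (log2 fold change 2.24, SE 0.25, adjusted p = 0.058), and the difference between its responses in the 2 regimes was -5.62 on the log2 scale (SE 0.37, adjusted p = 0.0111). TCALIF_04517 rose from 260.2 and 327 to 1577 and 1267 (2.27, SE 0.18, adjusted p = 0.0283), with an interaction of -3.76 (SE 0.34, adjusted p = 0.0147). comp38417_c0_seq1_22939, which the authors' list describes as loc560210 protein and the paper as an HSP 70, had a log2 fold change of 5.76 in 28ST vs 20NV (SE 0.18, adjusted p = 0.000367) and of 2.20 in 28V vs 20V (SE 0.17, adjusted p = 0.0274), with an interaction of -3.57 (adjusted p = 0.0131). The heat-shock protein 70 gene TCALIF_09482 had a log2 fold change of 3.06 in 28ST vs 20NV (adjusted p = 0.00413) and was not DE in 28V vs 20V (adjusted p = 0.0721), and the heat-shock protein 90 gene comp46685_c0_seq1_33583 had a log2 fold change of 1.19 in 28V vs 20V (interaction -2.57, SE 0.36, adjusted p = 0.0435). Part of the difference lies in the level at 20°: TCALIF_06728 was higher in 20V than in 20NV by a log2 fold change of 3.15 (SE 0.27, adjusted p = 0.00534) and TCALIF_04517 by 3.05 (SE 0.16, adjusted p = 0.00081). Between the 2 treatments at 28°, 131 genes differed in BB-N, 30 of them higher and 101 lower in 28V, and the number was 60 with relative log expression scaling in place of TMM. It was 5 without the replicate block, 7 at an adjusted p-value under 0.01, 142 with the quasi-likelihood test and 370 with the likelihood ratio test (joint dispersions). From the size of the difference between the regimes, the paper concludes that BB-N expresses the greatest degree of plasticity.

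**Figure D2:**
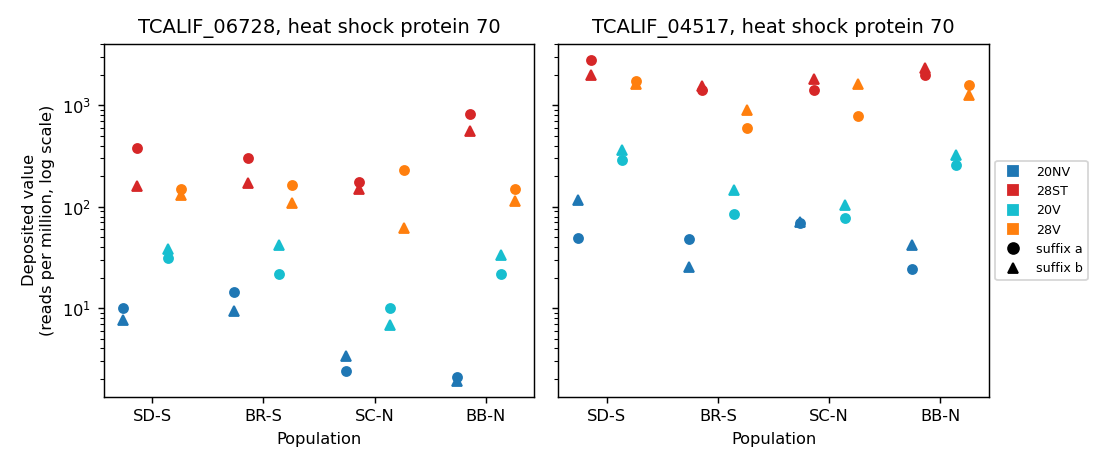
Values (TMM-scaled cpm, log axis) of the heat-shock protein 70 genes TCALIF_06728 and TCALIF_04517 in each library of the 4 populations and 4 treatments, 1 point per library. In BB-N, both genes had their lowest values in 20NV, and TCALIF_06728 was at 151 and 113 in 28V.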

Several other genes went from being upregulated in 28ST versus 20NV to downregulated in 28V versus 20V, including several cuticle proteins and lectins (Figure 4; Appendix S1). 

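In BB-N, 9 genes were up in 28ST vs 20NV and down in 28V vs 20V with limma, of which 2 were described as lectins and 0 as cuticle proteins. The 2 lectins, named after their values were seen, were comp38805_c0_seq1_23397 (log2 fold changes 2.31 and -3.29) and TCALIF_09501 (2.45 and -3.75). With the likelihood ratio test with stepwise dispersions the number was 62, and 7 cuticle proteins and 4 lectins were among the 64 genes that changed in opposite directions. Without the replicate block it was 0. The largest interaction between regime and temperature among lectins was that of the c-type lectin TCALIF_07916 (log2 -8.33, SE 1.05, adjusted p = 0.0303), which was singled out after its value was seen. Of the 129 genes that fell in 28V vs 20V in BB-N, 33 were described as cuticle proteins and 3 as lectins. No gene of the other 3 populations was DE in both comparisons in opposite directions with limma.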

Even though SC‐N had a much smaller number of DE genes than any of the other populations, the magnitude of the potentially plastic gene expression change was high for several genes. For example, fold change between three HSP 70 genes (TCALIF_06728, TCALIF_04517, comp38417) decreased from 54.94, 24.16, and 22.90, to 14.18, 12.69, and 12.55, respectively (Appendix S1). However, even though the fold change decreased in the variable regime, fold change of these HSP genes is the highest for any population in this regime. 

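In SC-N, TCALIF_06728 had a log2 fold change of 3.68 in 28V vs 20V (SE 0.40, adjusted p = 2.47e-16), from 10.1 and 6.86 to 228 and 61.6. TCALIF_04517 had 3.63 (SE 0.49, adjusted p = 1.82e-10), from 78.3 and 105 to 790.1 and 1637, and comp38417_c0_seq1_22939 had 3.64 (SE 0.44, adjusted p = 3.21e-13), from 47.5 and 51.4 to 435 and 903. These adjusted p-values depend on the block, and each gene had an adjusted p-value of 0.935 without it. They also rest on a variance that all genes of a given level share. Each of the 3 genes rose in both suffixes, by at least 2.99 on the log2 scale. In 28ST vs 20NV, comp38417_c0_seq1_22939 had a log2 fold change of 4.55 (SE 0.15, adjusted p = 0.047). The difference between the regimes was -1.70 for TCALIF_06728 (SE 0.70, adjusted p = 0.879), -0.85 for TCALIF_04517 (SE 0.41, adjusted p = 0.879) and -0.90 for comp38417_c0_seq1_22939 (SE 0.40, adjusted p = 0.879), none of which passed the threshold.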

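The log2 fold change of TCALIF_06728 in 28V vs 20V was 1.97 in SD-S (SE 0.16, adjusted p = 0.101) and 2.11 in BR-S (SE 0.30, adjusted p = 0.0208), and that of TCALIF_04517 was 2.37 in SD-S (SE 0.20, adjusted p = 0.102) and 2.70 in BR-S (SE 0.19, adjusted p = 0.000206), each below the value in SC-N. The test of the difference between SC-N and another population in 28V vs 20V gave 0 genes for SD-S, BR-S and BB-N, with 253, 337 and 547 genes at an unadjusted p-value under 0.05, and the likelihood ratio test (joint dispersions) gave 7, 13 and 142. In suffix b alone, without the library that lay farthest from the others, the log2 fold change in SC-N was 2.99 for TCALIF_06728 and 3.95 for TCALIF_04517.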

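In SD-S, the fold change of TCALIF_04517 was 30.7 in 28ST vs 20NV and 5.18 in 28V vs 20V (interaction -2.60 on the log2 scale, SE 0.53, adjusted p = 1.0), and that of TCALIF_06728 was 3.93 in 28V vs 20V (interaction -2.74, SE 0.45, adjusted p = 0.977). The fold change of TCALIF_09482 went from 4.27 to 3.64, that of comp38417_c0_seq1_22939 from 7.31 to 2.52 and that of comp46685_c0_seq1_33583 from 5.06 to 3.03. In BR-S, the fold change of TCALIF_04517 went from 41.2 to 6.51 (interaction -2.66, SE 0.54, adjusted p = 1.0), that of TCALIF_06728 was 4.32 in 28V vs 20V (interaction -2.07, SE 0.58, adjusted p = 1.0) and that of comp46685_c0_seq1_33583 went from 8.32 to 3.75. Each of these genes was higher in both 28° libraries than in both 20° libraries in each regime, while no interaction passed the threshold in either population with limma. With the likelihood ratio test (joint dispersions), the adjusted p-value of the interaction was 8.85e-05 for TCALIF_06728 and 0.0104 for TCALIF_04517 in SD-S, and 0.311 and 0.101 in BR-S.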

Southern populations also showed plastic responses with HSP 70 and 90 genes showing fold change decreasing in SD‐S from a range of 30.90–4.59 in 28ST versus 20NV to 5.19–1.97 in 28V versus 20V, and in BR‐S from a range of 42.41–8.34 in 28ST versus 20NV to 6.55–3.75 in 20V‐c28 (Figure 4; Appendix S1).

**Figure 4:**
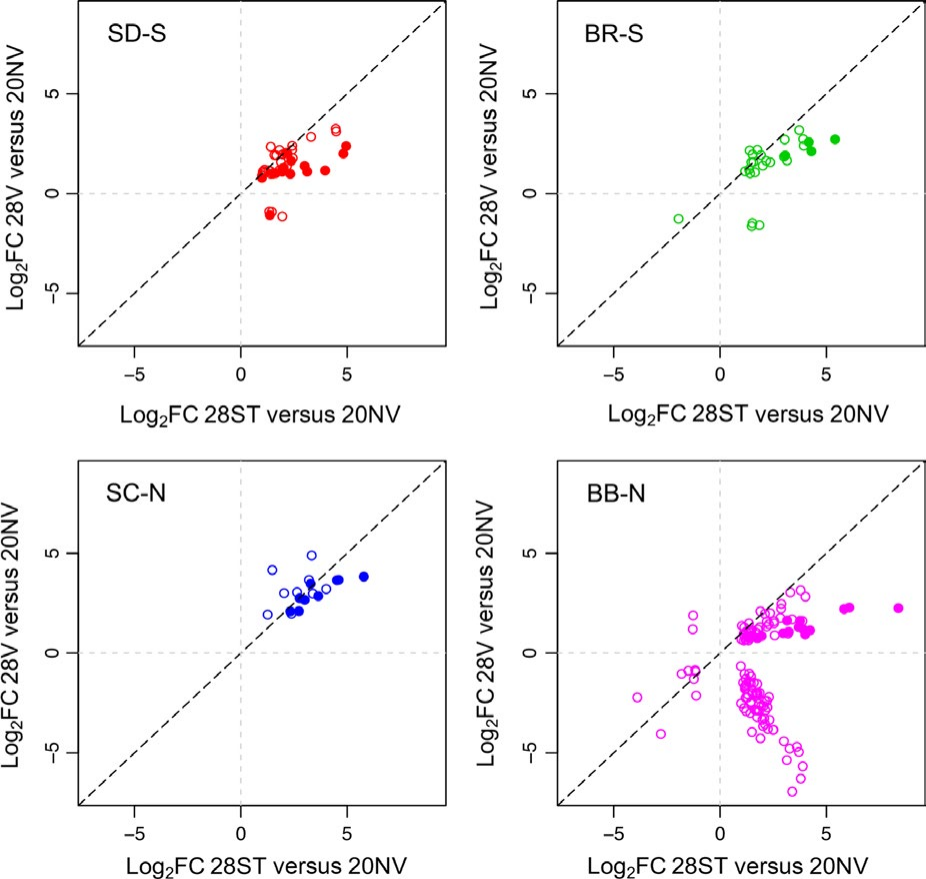
Comparison of log_2_ fold change (FC) for genes that are differentially expressed in both 28ST versus 20NV and 28V versus 20V. Filled circles are heat‐shock protein genes; open circles are all other genes. Diagonal black line is the 1:1 line; genes below this line have higher FC in **28ST versus 20NV**, and genes above the line have higher FC in **28V versus 20V**. Gray lines separate the four quadrants for up‐ and downregulated genes in the two comparisons

GO terms that were enriched in the 28V versus 20V comparison included response to stress and unfolded protein binding for upregulated genes in SD‐S, SC‐N, and BB‐N, while BR‐S only had the unfolded protein biding term enriched. These two terms were enriched in all populations for the 28ST versus 20NV comparison as well. Terms associated with structural molecule activity and extracellular region were also enriched in upregulated genes in SD‐S, and downregulated genes in BB‐N. BR‐S had enrichment of structural molecule activity on downregulated genes as well (Table 1). As mentioned before, cuticle protein genes contribute to this enrichment.

### 3.5 Differential expression between thermal regimes (20V versus 20NV)

Lastly, we looked at how the levels of gene expression differed when the populations were at 20° in the nonvariable versus the variable regimes (20V vs. 20NV). Genes that were upregulated in this comparison had higher expression in 20V, while downregulated genes had higher expression in 20NV. 

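At 20°, the number of genes DE between the variable and the nonvariable regime with limma was 443 in BB-N (207 up, 236 down), 340 in SD-S (251 up, 89 down), 25 in SC-N (10 up, 15 down) and 0 in BR-S. The number with an unadjusted p-value under 0.05 was 5791 of 18326 genes in SC-N, or 31.6%, against 2429 (13.6%) in BB-N, 1004 (5.60%) in SD-S and 567 (3.22%) in BR-S. In SC-N many genes thus had a low unadjusted p-value and few passed the adjustment, and in simulated data 0% of 200 changed genes were called in this comparison of SC-N. The order of the populations changed with the test. The likelihood ratio test with stepwise dispersions gave 2095 DE genes in SC-N, 1010 in BB-N, 223 in SD-S and 81 in BR-S, and the filter of at least 10 counts in every library gave 1370 in SC-N with limma. Without the replicate block the counts were 67 in SD-S, 58 in SC-N, 23 in BB-N and 0 in BR-S. In SD-S, 69 of the 340 genes changed in opposite directions in the 2 suffixes or changed in one by less than 0.25 times the change in the other. The limma p-values of SD-S here rest on infinite prior degrees of freedom, against 6.25 in BB-N and 3.21 in SC-N. Their small size is no sign of stronger evidence than in the other populations. In SC-N, TCALIF_02087 (spt transcription factor family) fell from 301 and 164 in 20NV to 1.28 and 0.800 in 20V (log2 fold change -6.79, SE 0.21, adjusted p = 0.0344), TCALIF_13921 had -6.39 (SE 0.22, adjusted p = 0.0344), and comp48513_c1_seq1_37414 (3.63, SE 0.15, adjusted p = 0.0396) and TCALIF_02573 (3.46, SE 0.19, adjusted p = 0.0465) rose. In BB-N, comp46067_c0_seq1_32536 (eukaryotic initiation factor 4) rose from 2.19 and 2.79 to 41.0 and 63.0 (log2 fold change 3.90, SE 0.22, adjusted p = 0.00103) and TCALIF_06734 (sodium-dependent glucose transporter) by 3.67 (SE 0.22, adjusted p = 0.00116), while TCALIF_08709 (-5.94, SE 0.35, adjusted p = 0.00116) and comp39591_c0_seq1_24301 (-5.80, SE 0.20, adjusted p = 0.000153) fell. In SD-S, comp50829_c0_seq1_44470 rose from 65.6 and 113 to 975 and 1271 (log2 fold change 3.68, SE 0.26, adjusted p = 3.84e-41) and TCALIF_08785 (flexible cuticle protein 12) by 3.28 (SE 0.26, adjusted p = 3.09e-32), while TCALIF_04721 (lactoylglutathione lyase, -3.71, SE 0.39, adjusted p = 3.71e-18) and TCALIF_06172 (-3.58, SE 0.34, adjusted p = 2.82e-23) fell.

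**Figure D3:**
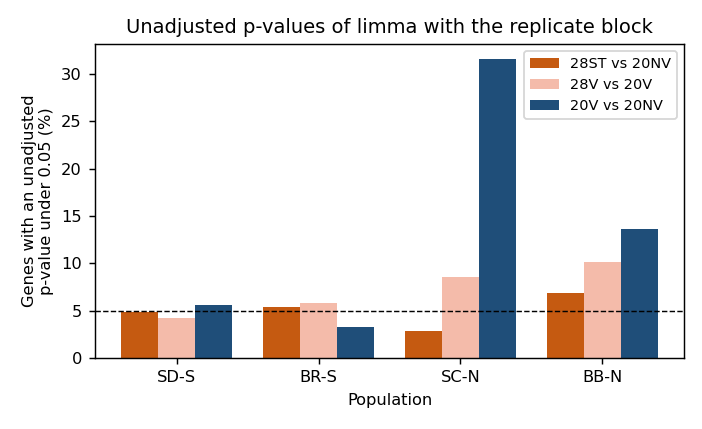
Percentage of genes with an unadjusted p-value under 0.05 in each population and comparison (limma with the suffix block), with a dashed line at 5%, the level when no gene changes. SC-N reached 31.6% and BB-N 13.6% in 20V vs 20NV, and BR-S was at 3.22%.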

Unlike the two previous comparisons, 20V versus 20NV displays the biggest difference in the pattern of gene expression between southern and northern populations, where both northern populations differentially expressed a much larger number of genes (both up and down) than southern populations (Figure 2c and Appendix S1), and SC‐N differentially expressed many more genes than any of the other populations (BB‐N: 437 up, 578 down; SC‐N: 1369 up, 720 down; BR: 45 up, 38 down; SD‐S: 172 up, 52 down). Within southern populations, SD‐S differentially expressed more genes in both directions than BR; however, it did so to a lower magnitude, especially in upregulated genes (SD‐S average fold change: 4.48 up‐ and 2.10 downregulated; BR‐S average fold change 10.95 up‐ and 2.22 downregulated; Appendix S1).

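In SD-S, the mean fold change in 20V vs 20NV was 3.50 over the 251 upregulated genes and 3.40 over the 89 downregulated genes, and the mean size of the log2 fold change was 1.70 and 1.62. The medians of the fold change were 2.97 and 2.75. BR-S had no DE genes in this comparison with limma, so no mean could be computed. With the likelihood ratio test with stepwise dispersions, the mean fold change was 4.48 over 172 upregulated and 5.23 over 51 downregulated genes in SD-S, and 11.1 over 44 upregulated and 5.55 over 37 downregulated genes in BR-S. On the log2 scale the means over the downregulated genes with that test were 2.12 in SD-S and 2.25 in BR-S.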

The number of DE genes in northern populations was between 4.5 and 25 times greater than in southern populations for this comparison. However, even though the number of DE genes was more similar within a region than between regions, the actual set of genes and their functions were very different for each population. 

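The difference in response to the regime at 20° was tested for each pair of populations. It gave 26 genes for SD-S and SC-N (2177 genes with an unadjusted p-value under 0.05), 12 for SD-S and BB-N (826) and 1 for BR-S and SC-N (3379). It gave 0 for SC-N and BB-N (4675), for SD-S and BR-S (391) and for BR-S and BB-N (781). The likelihood ratio test (joint dispersions) gave 475 genes for SD-S and SC-N, 176 for SD-S and BB-N, 715 for BR-S and SC-N, 1880 for SC-N and BB-N, 14 for SD-S and BR-S and 116 for BR-S and BB-N. How many changed genes either test calls in this comparison was not simulated. TCALIF_04721 fell in SD-S and differed from SC-N by a log2 value of 8.13 (SE 0.92, adjusted p = 0.0388) and from BB-N by 6.57 (SE 0.63, adjusted p = 0.0193). comp39591_c0_seq1_24301 differed between SD-S and SC-N by -6.33 (SE 0.65, adjusted p = 0.036) and between SD-S and BB-N by -6.00 (SE 0.45, adjusted p = 0.00852). The gene that differed between BR-S and SC-N was TCALIF_13060 (-6.03, SE 0.27, adjusted p = 0.0341), and it was named after its value was seen. The paper states that the sets of genes and their functions were very different for each population, from the lists of DE genes and their GO terms, which were not analysed here.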

GO enrichment analysis (Table 1) found structural molecule activity genes to be enriched in upregulated genes in SD‐S, while peptidase activity genes were enriched in downregulated genes in these populations. In BR‐S, extracellular region, carbohydrate metabolic process, and hydrolase activity terms were enriched in upregulated genes, and peptidase activity terms are enriched in downregulated genes. In SC‐N, eight terms were enriched for upregulated genes, while nine were enriched for downregulated genes (Table 1). Several of these enriched GO terms in downregulated genes indicate that SC‐N has to downregulate a number of genes that are involved in basic cell maintenance processes. In BB‐N, genes associated with structural molecule activity are overrepresented in upregulated genes, while three catalytic activity terms, as well as, extracellular region, and carbohydrate metabolic process genes are enriched in downregulated genes (Table 1).

One reason for genes to be upregulated at 20V compared to 20NV could be in “anticipation” of the higher temperatures individuals in the variable regime experience daily compared to those in the nonvariable regime (frontloading). In this study, these frontloaded genes would be genes that were upregulated in 28ST versus 20NV as well as in 20V versus 20NV. 

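Genes up in both 28ST vs 20NV and 20V vs 20NV with limma numbered 27 in BB-N (8 heat-shock proteins, 4 lectins and 1 cuticle protein), 1 in SD-S (a heat-shock protein) and 0 in BR-S and SC-N. The likelihood ratio test gave 83 in BB-N, 18 in SD-S, 10 in BR-S and 4 in SC-N with stepwise dispersions and 81, 20, 12 and 5 with jointly estimated ones, and without the replicate block limma gave 5 in BB-N and 0 in the others. In SD-S the gene was TCALIF_06728 (log2 fold change 1.86 in 20V vs 20NV, SE 0.35, adjusted p = 1.34e-05). The lectins were comp38805_c0_seq1_23397, comp56926_c0_seq1_44704, TCALIF_07916 and TCALIF_09501 and the cuticle protein was TCALIF_01463, all named after their values were seen. Both comparisons use the same 20NV libraries, so a low value in these libraries raises both. In 20 simulations with the 28ST response as observed and 20V unchanged, limma gave at most 3 genes in BB-N and 0 in SD-S. In 5 such simulations, the likelihood ratio test with stepwise dispersions gave a median of 6 genes in BB-N, 16 in SD-S, 23 in BR-S and 17 in SC-N. To compare libraries that share no control, the 100 genes with the largest rise in 28ST vs 20NV in one suffix were followed in 20V vs 20NV in the other suffix. Of these, 65 (suffix a to b) and 58 (b to a) were higher in 20V in BB-N, 78 and 22 in SD-S, 44 and 45 in BR-S and 44 and 31 in SC-N, where 51.8%, 48.2%, 50.1% and 48.2% of all genes were higher. In BB-N, TCALIF_10081 (heat-shock protein beta-1) was among the genes higher in 20V (log2 fold change 2.55, SE 0.28, adjusted p = 0.00988).

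**Figure D4:**
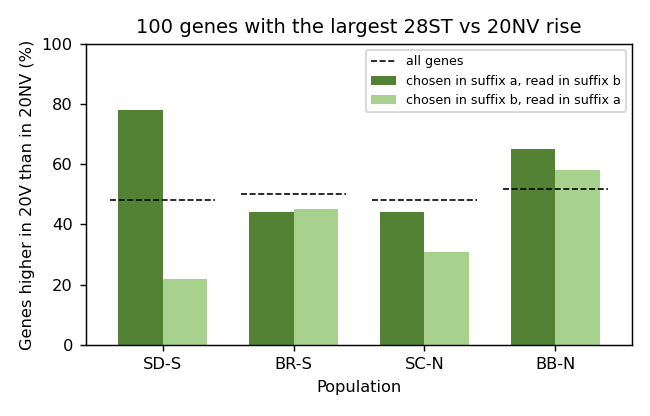
Percentage of the 100 genes with the largest rise in 28ST vs 20NV in one suffix that were higher in 20V than in 20NV in the other suffix (vertical axis), for each population and direction, with dashed marks at the percentage over all genes. The 2 directions gave 65 and 58 in BB-N and 78 and 22 in SD-S.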

SD‐S had 18 frontloaded genes (including six HSPs and one cuticle protein), BR‐S had 10 frontloaded genes (including one small HSP and two cuticle proteins), SC‐N had four frontloaded genes (three HSPs), and BB‐N had 84 frontloaded genes (including eight HSPs and seven cuticle proteins) (Appendix S1).

## 4 Discussion

We used RNA‐seq to determine transcriptome‐wide patterns of gene expression for locally adapted populations of the copepod *T. californicus* in two thermal regimes. The higher temperature experienced by these populations (28°) should present a moderate stress, but all of the populations encounter this temperature in nature (Kelly et al., 2012), and it is well below their acute lethal temperature (Kelly et al., 2012; Pereira et al., 2014; Tangwancharoen & Burton, 2014; Willett, 2010). Unlike studies that expose organisms to an acute thermal stress, the changes in gene expression we expect to observe are not the maximum response these organisms can mount, but the level of their response (both as the number of DE genes, as well as the magnitude of the expression change) should indicate the level of thermal stress each population is experiencing. Our results can also give us insights into the differences in fitness that have been observed between these populations under these specific temperature regimes (Willett, 2010).

### 4.1 Transcriptome‐wide response to moderate thermal stress differs between populations

The most striking result in this study was the level of differentiation in gene expression observed between the populations when they were exposed to a moderate heat stress (28°). This was particularly surprising for the two southern populations (SD‐S and BR‐S), which are separated by only 8 km and should share roughly similar thermal environments overall. There are, however, aspects of the biology of these copepods that can explain our results. There is extremely low gene flow between these two populations (Burton, 1997; Willett & Ladner, 2009), and shared polymorphism is also very low. Pereira et al. (2016) showed that shared polymorphism rapidly decreases as divergence increases between populations of this species. Mitochondrial DNA divergence is ~10% between SD‐S and BR‐S, and it can be >20% between the southern and northern populations used in this study (Burton, 1998; Willett & Ladner, 2009). Our results may also help partially explain the observed transgressive segregation that has been shown in hybrids between the SD‐S and BR‐S populations (Pereira et al., 2014). Late‐generation hybrids (F9) between these two populations have higher thermal tolerance than either parental population, and some hybrid lines were even able to survive temperatures that are lethal to both parental populations. The results presented would suggest that this increased thermal tolerance of hybrids could be due to these two populations having evolved different ways to deal with increases in temperatures. When the two genomes are combined in hybrids, complementary gene action of factors that are associated with higher heat tolerance could then lead to transgressive, higher tolerance in these hybrids; however, this remains to be tested.

When we consider the two northern populations, where differences in gene expression profiles were even more dramatic, a combination of differences in abiotic selective pressures and population history is likely to play a more important role than between the southern populations. These northern populations are approximately 240 km apart and are twice as genetically divergent as the southern populations (Figure 1a; Pereira et al., 2016). It is important to remember, however, that these two populations have similar upper thermal limits (Willett, 2010), have similar thermal performance curves (Hong & Shurin, 2015), and are both outcompeted by the southern populations when raised in variable 20°–28° environment (Willett, 2010). Therefore, these thermal phenotypes might have different genetic underpinnings between these populations. While it is not uncommon for species or populations that differ in thermal tolerance to show different sets of DE genes with small overlap between them (Barshis et al., 2013; Dayan et al., 2015; Franssen et al., 2014; Gleason & Burton, 2015; Narum & Campbell, 2015; Wang et al., 2014), our results are unique as we observe large differences between populations of the same species with similar thermal tolerance phenotypes.

### 4.2 Possible genetic underpinnings for lower competitiveness of northern populations

Willett (2010) showed that at the same variable temperature regime used here, southern populations outcompete northern ones. Our results elucidate some of the possible gene expression patterns that contribute to this difference in competitiveness. The major pattern is that the southern populations, which are better adapted to warm temperatures, have to change the expression of a much smaller number of genes and do so to lower levels (lower fold change). But maybe more surprising is the fact that very different gene expression patterns are associated with the lower relative fitness of the northern populations at these temperatures. BB‐N displayed what we considered to be an expected response to a moderate thermal stress, differentially expressing a large number of genes between 28° and 20° in both thermal regimes, with high levels of fold change compared to the other populations (especially for HSP genes). This, however, was not the case for SC‐N, as it did not change the expression of a large number of genes between 28° and 20°, and even the magnitude of change for DE genes was not much higher than that of the southern populations (except for a small number of HSP genes). We suggest that the lower competitive ability of SC‐N compared to SD‐S in the variable temperature regime (Willett, 2010) may then be due to how it responds to the high‐temperature variable regime, compared to the nonvariable regime, and not specifically because of how it responds to a temperature change from 20° to 28°. It is important to mention that SC‐N outcompetes SD‐S at a low‐temperature variable regime (16°–25°), so it is the combination of variable and high temperatures that leads to the observed pattern. SC‐N is maintaining a large number of genes (including some HSPs) at higher levels of expression at both 20V and 28V than at 20NV, while downregulating a large number of genes that are important for basic cellular processes at both temperatures in the variable regime (Table 1; Appendix S1). Therefore, it is possible that SC‐N may have lower fitness at these variable temperatures not solely due to their level of heat‐shock response when exposed to moderately stressful temperatures on a regular basis, as appears to be the case for BB‐N, but also potentially because of how much it has to change its metabolic framework as a whole when it lives in these variable temperatures.

### 4.3 General patterns of gene expression across all populations

It is interesting that even at this moderately high temperature (28°), all populations display some level of heat‐shock response, upregulating a number of HSP genes and other genes associated with protein biding and refolding (Table 1, Appendix S1). This suggests that all populations, but especially the southern ones, often have to elicit a heat‐shock response during the warmer months in nature (Kelly et al., 2012). The production of HSPs, and their dependence on ATP for function (HSP 70 and 90), can add considerable ATP demand to the cell and negatively affect the organism (Clare & Saibil, 2013; Feder et al., 1992; King & MacRae, 2015; Tomanek, 2010). Therefore, even though this heat‐shock response is likely an adaptation that allows these organisms to persist when exposed to these temperatures, increases in mean temperature due to climate change may have a strong negative impact in this species. The southern populations already experience these temperatures (or higher) often in nature, and as is the case for many other intertidal species (Tomanek, 2010), increases in their ambient temperature would mean they have to mount this heat‐shock response for a higher proportion of time, possibly leading to decreased fitness.

As was observed in a previous RNA‐seq study in *T. californicus* (Schoville et al., 2012), a number of genes that are annotated as cuticle protein genes are DE in all populations and are overrepresented in at least one of the treatments comparisons, although the direction of the expression change differs between the populations (Table 1). 

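Cuticle proteins numbered 18 of the 251 upregulated and 4 of the 89 downregulated genes of SD-S in 20V vs 20NV with limma, and 24 of 207 upregulated and 2 of 236 downregulated genes of BB-N. In SC-N they were 2 of the 10 upregulated and 0 of the 15 downregulated genes, TCALIF_07889 (log2 fold change 3.29, SE 0.19, adjusted p = 0.0465) and comp24836_c0_seq1_13235 (2.33, SE 0.14, adjusted p = 0.0465), both named after their values were seen. In 28V vs 20V they were among the downregulated genes of BB-N and among both the upregulated (7 of 95) and the downregulated (3 of 279) genes of SC-N. In 28ST vs 20NV, 1 upregulated gene of BB-N was a cuticle protein, and none of the DE genes of SD-S, BR-S and SC-N was. BR-S had no cuticle protein among its DE genes in any of the 3 comparisons with limma. The 3 genes whose response in 28V vs 20V differed between SD-S and BB-N included 2 cuticle proteins, comp46706_c0_seq1_33625 (difference -3.64 on the log2 scale, SE 0.20, adjusted p = 0.0278) and comp43092_c0_seq1_28459 (cuticle protein 19, -3.24, SE 0.17, adjusted p = 0.0278). The third was TCALIF_13962, a hypothetical protein (-4.01, SE 0.21). All 3 genes were named after their values were seen.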

While we do not know the exact function these genes/proteins have in response to thermal stress, cuticle protein genes have been observed to be DE in studies of thermal adaptation in *Drosophila* (Zhao et al., 2015), and a gene homologous to a DE *T. californicus* cuticle protein gene (Contig_59_58) in *Anopheles gambiae* (agap006369‐pa) is annotated with a GO term associated with stress response. This gene occurs in *A. gambiae* within an inversion that contains a large cluster of cuticle protein genes, as well as three *hsp83* genes (White et al., 2007); however, it is still unknown the role these cuticle protein genes play in heat or desiccation resistance in this mosquito. While we do not know the function these genes are serving, it is possible that cuticle‐associated proteins are part of the thermal response in arthropods.

Studies in *Chlorostoma* snails, a species of *Acropora* corals, and two species of seagrass show that more thermally tolerant populations or species in these groups have higher constitutive levels of HSP gene expression (frontloading), which may enable them to more readily respond to thermal stress (Barshis et al., 2013; Dong et al., 2010; Franssen et al., 2014; Gleason & Burton, 2015; Tomanek & Somero, 1999). The same may be expected in individuals that were raised in a variable environment compared to a nonvariable one, where some genes that respond to thermal stress in the nonvariable temperature environment (28ST versus 20NV) would also be upregulated at 20° in the variable environment compared to 20° in the nonvariable environment (20NV‐20V). Frontloading genes can be seen as a form of plastic response to higher daily temperatures, and while all populations have at least some frontloaded genes, BB‐N has by far the most, including not only several HSP genes, but also several cuticle protein and lectin genes (Appendix S1). SC‐N has a small number of upregulated genes at 20NV‐28ST, which limits the number of frontloaded genes it can have in this case, but of the four genes that are frontloaded, three are HSP genes (Appendix S1). The two southern populations have intermediate numbers of frontloaded genes (18 for SD‐S and 10 for BR‐S), again suggesting that the two northern populations mount very different molecular responses to the variable temperature environment.

The present study determined a small set of candidate genes that are likely to be the product of adaptive plastic response to the different temperature treatments. These are the genes that are DE in all populations in the different treatment comparisons: 25 DE genes for 28ST versus 20NV, and 10 for 28V versus 20V (seven common to both comparisons; Table S2). The large majority of these genes are associated with heat‐shock response, with a strong overrepresentation of HSP genes (Table S2). One of these genes codes for *hsp beta‐1*, a gene on which Barreto, Schoville, and Burton (2015) performed RNAi using *T. californicus*, and showed that individual copepods that had this gene knocked down had lower thermal tolerance compared to control individuals. 

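In 28ST vs 20NV, the log2 fold change of TCALIF_10081 (heat-shock protein beta-1) was 3.87 in SD-S (SE 0.54, adjusted p = 0.25), 3.16 in BR-S (SE 0.23, adjusted p = 0.0143), 2.72 in SC-N (SE 0.31, adjusted p = 0.396) and 3.85 in BB-N (SE 0.24, adjusted p = 0.00422). In 28V vs 20V it was 1.14 in SD-S (SE 0.21, adjusted p = 0.448), 1.95 in BR-S (SE 0.34, adjusted p = 0.0591), 2.67 in SC-N (SE 0.40, adjusted p = 1.65e-08) and 1.11 in BB-N (SE 0.10, adjusted p = 0.0325). The difference between the regimes was -2.78 in SD-S (SE 0.72), -1.22 in BR-S (SE 0.79), -0.04 in SC-N (SE 0.46) and -2.75 in BB-N (SE 0.45, adjusted p = 0.0711), and none had an adjusted p-value under 0.05 with limma. With the likelihood ratio test (joint dispersions) the adjusted p-value of this difference was 7.18e-06 in BB-N, 0.194 in SD-S and above 0.9 in BR-S and SC-N. In BR-S the 20NV libraries were at 1.77 and 0.504, so the fold change there depends on the pseudocount. The authors' list gives the same description to TCALIF_07011, TCALIF_13714 and TCALIF_13715, and of these 4 genes Table S2 lists TCALIF_10081 alone for both regimes. TCALIF_13715 had log2 fold changes of 3.57 (SE 0.16, adjusted p = 0.047) and 2.82 (SE 0.40, adjusted p = 1.87e-09) in the nonvariable and the variable regime in SC-N, and of 3.63 and 1.27 in BB-N, where the interaction was -2.36 (SE 0.20, adjusted p = 0.0131).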

In the present study, this gene is not only upregulated in all four populations at 28° in both thermal regimes, but it also shows strong signs of plasticity with a dampening of gene expression in comparisons of nonvariable and variable temperature environment in all but one population; SC‐N has very similar levels of fold change between 28° and 20° in both thermal regimes. While we do not have direct evidence that the other genes in this group are the result of adaptive plastic response, they are strong candidates for further work into their function in thermal stress response.

## 5 Conclusion

The present study highlights some key ways that local adaptation can impact the manner in which an organism deals with temperature changes at the level of gene expression. First, it is clear that locally adapted populations of the same species can display different responses at the molecular level despite showing similar thermal performance phenotypes. This was particularly striking between SD‐S and BR‐S, which are only 8 km apart and yet show substantial differences in their responses to both temperature variability and moderate heat stress. Therefore, even for closely related populations, the molecular mechanisms they use to deal with temperature changes can be different. Second, as seen in the northern populations, the molecular response to changes in thermal variability (i.e., 20NV vs. 20V comparison) may be drastically different, even though their upper thermal limit is very similar. Therefore, we may be underestimating the amount of variation to stress response at the molecular, and potentially physiological, level in species with very segregated populations, by assuming that populations with similar thermal tolerances respond to changes in temperature in the same way.

## Conflict of Interest

None declared.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Locally adapted populations of a copepod can evolve different gene expression patterns under the same environmental pressures
**Source:** Ecol Evol. 2017 May 9;7(12):4312–25. doi: 10.1002/ece3.3016
**Supplement:** Supplementary file 1

**Figure S1 Experimental design.** Individuals from all populations were exposed to two thermal regimes (non-variable and variable) from birth through adulthood. RNA was isolated from both regimes at 20˚ at the end of the 20˚ portion of the variable regime. RNA was isolated from both regimes at 28˚, after two hours at this temperature.

# Supplementary material for: Locally adapted populations of a copepod can evolve different gene expression patterns under the same environmental pressures
**Source:** Ecol Evol. 2017 May 9;7(12):4312–25. doi: 10.1002/ece3.3016
**Supplement:** Supplementary file 2

**Figure S2**. Multidimensional scaling (MDS) plots showing the level of similarity between each RNA sample. **a.** All samples for all populations. Samples clustered by population and not by treatment. Dimension 1 separates southern and northern populations, as well as the two northern populations. **b.** RNA samples from SD-S. **c.** RNA samples from BR-S. **d.** RNA samples from SC-N. **e.** RNA samples from BB-N. Population specific MDS plots, show that many cases RNA samples that were sequenced in the same Illumina lane are more similar than they are to their replicate. This indicates a batch effect in the samples. To deal with this a generalized linear model was fit to the data, and the sample “Illumina lane” was used as a blocking factor.

# Supplementary material for: Locally adapted populations of a copepod can evolve different gene expression patterns under the same environmental pressures
**Source:** Ecol Evol. 2017 May 9;7(12):4312–25. doi: 10.1002/ece3.3016
**Supplement:** Supplementary file 3

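The table gives, for each of the 32 libraries, the reads left after trimming, the reads mapped to genomic and to de novo transcripts, and the percentage mapped. The percentages of each reference were recomputed from its read numbers. For BR-S 28V-2, the table gives 29073232 trimmed reads, of which 34.7% mapped to genomic and 17.9% to de novo transcripts, against 44.3 to 45.1% and 30.1 to 31.8% in the other 3 replicates numbered 2 of BR-S. The replicates numbered 1 of BR-S had between 56.67 and 57.9% of their reads mapped. The reads recovered from the deposited values are those of genes that passed the filter, and they are fewer than the mapped reads of the table. Besides the filter, the paper kept only unique reads and orthologous genes, and what sets the gap was not tested. In all 16 treatments the reads recovered for suffix b exceeded the mapped reads of replicate 1. Recovered reads are a part of the mapped reads, so these values argue against suffix b being replicate 1. No suffix was assigned to a replicate number, since neither the labels nor the paper state the match.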

**Table 1.** Number of reads for each sample after trimming, and the number of reads and percentages that were mapped to the references.

| **Treatment** | **Trimmed reads** | **Mapped to GT** | **Mapped to DNT** | **Total mapped** | **% mapped** |
| --- | --- | --- | --- | --- | --- |
| **SD-S** | | | | | |
| 20NV-1 | 12,872,554 | 4,555,835 | 3,543,925 | 8,099,760 | 62.92 |
| 20NV-2 | 17,143,308 | 8,474,716 | 4,879,581 | 13,354,297 | 77.90 |
| 28ST-1 | 16,408,726 | 5,664,363 | 4,729,381 | 10,393,744 | 63.34 |
| 28ST-2 | 17,179,316 | 8,178,326 | 5,228,211 | 13,406,537 | 78.04 |
| 20V-1 | 14,355,582 | 5,145,499 | 4,020,190 | 9,165,689 | 63.85 |
| 20V-2 | 17,083,468 | 8,095,867 | 5,083,644 | 13,179,511 | 77.15 |
| 28V-1 | 11,892,344 | 4,099,376 | 3,476,360 | 7,575,736 | 63.70 |
| 28V-2 | 20,240,034 | 11,182,234 | 5,004,946 | 16,187,180 | 79.98 |
| **BR-S** | | | | | |
| 20NV-1 | 9,352,537 | 2,955,978 | 2,361,620 | 5,317,598 | 56.86 |
| 20NV-2 | 22,293,237 | 9,983,751 | 7,060,271 | 17,044,022 | 76.45 |
| 28ST-1 | 16,225,920 | 5,396,336 | 3,798,957 | 9,195,293 | 56.67 |
| 28ST-2 | 21,841,078 | 9,858,588 | 6,955,168 | 16,813,756 | 76.98 |
| 20V-1 | 7,698,444 | 2,419,610 | 1,956,037 | 4,375,647 | 56.84 |
| 20V-2 | 12,793,717 | 5,672,030 | 3,853,155 | 9,525,185 | 74.45 |
| 28V-1 | 11,750,350 | 3,596,306 | 3,207,364 | 6,803,670 | 57.90 |
| 28V-2 | 29,073,232 | 10,074,266 | 5,208,716 | 15,282,982 | 52.57 |
| **SC-N** | | | | | |
| 20NV-1 | 11,428,402 | 3,705,020 | 3,275,656 | 6,980,676 | 61.08 |
| 20NV-2 | 16,766,684 | 6,963,207 | 6,079,277 | 13,042,484 | 77.79 |
| 28ST-1 | 10,208,731 | 3,300,905 | 2,865,960 | 6,166,865 | 60.41 |
| 28ST-2 | 10,532,089 | 4,441,460 | 3,686,869 | 8,128,329 | 77.18 |
| 20V-1 | 11,688,633 | 3,545,760 | 3,431,916 | 6,977,676 | 59.70 |
| 20V-2 | 17,887,164 | 7,834,548 | 5,695,801 | 13,530,349 | 75.64 |
| 28V-1 | 11,179,377 | 4,083,251 | 2,397,768 | 6,481,019 | 57.97 |
| 28V-2 | 23,762,493 | 10,456,973 | 7,434,340 | 17,891,313 | 75.29 |
| **BB-N** | | | | | |
| 20NV-1 | 13,127,029 | 4,179,023 | 3,535,189 | 7,714,212 | 58.77 |
| 20NV-2 | 18,095,437 | 8,154,582 | 6,013,711 | 14,168,293 | 78.30 |
| 28ST-1 | 8,567,321 | 2,776,597 | 2,182,853 | 4,959,450 | 57.89 |
| 28ST-2 | 12,944,412 | 5,779,006 | 4,327,404 | 10,106,410 | 78.08 |
| 20V-1 | 11,378,699 | 3,750,432 | 2,845,145 | 6,595,577 | 57.96 |
| 20V-2 | 15,814,360 | 7,492,404 | 4,820,856 | 12,313,260 | 77.86 |
| 28V-1 | 13,509,632 | 4,475,930 | 3,469,773 | 7,945,703 | 58.82 |
| 28V-2 | 14,105,530 | 6,780,762 | 4,245,735 | 11,026,497 | 78.17 |

Note – SD-S, San Diego; BR-S, Bird Rock; SC-N, Santa Cruz; BB-N, Bodega Bay.

# Supplementary material for: Locally adapted populations of a copepod can evolve different gene expression patterns under the same environmental pressures
**Source:** Ecol Evol. 2017 May 9;7(12):4312–25. doi: 10.1002/ece3.3016
**Supplement:** Supplementary file 4

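The table lists 25 genes for 28ST vs 20NV and 10 for 28V vs 20V, with the fold change in each population. Of the 142 fold changes of the table and of the text that could be compared with the limma fits, 140 differed by less than a factor of 1.5 or less than the replicate error, and the ratio of the limma value to the paper's lay between 0.490 and 1.00 with a median of 0.977. Adding 1 to each value before taking logarithms lowers the fold change of genes with low values at 20°. The fold changes rest on 2 libraries per treatment and the table gives no error for them.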

**Table S2.** Genes that are differentially expressed in all four populations in the constant temperature regime (28ST vs 20NV), and the variable temperature regime (28V vs 20V). Fold change refers to the expression at 28˚ compared to 20˚ within each population in each regime. Bold indicates genes that are differentially expressed in both regimes.

| **Gene ID** | **Description** | **Fold Change** | | | |
| --- | --- | --- | --- | --- | --- |
|  |  | **SD** | **BR** | **SC** | **BB** |
| **28ST vs 20NV** | | | | | |
|  | | | | | |
| **comp51313_c0_seq1_44507** | **N/A** | **9.85** | **13.18** | **9.21** | **10.42** |
| Contig20_19 | N/A | 4.32 | 3.37 | 4.41 | 5.1 |
| TCALIF_03375 | N/A | 22.3 | 29.35 | 16.15 | 16.14 |
| **TCALIF_03376** | **N/A** | **21.99** | **14.99** | **10.44** | **14.61** |
| TCALIF_00753 | 78 kda glucose-regulated partial | 3.89 | 5.13 | 5.67 | 4.91 |
| comp32704_c0_seq2_17919 | 78 kda glucose-regulated protein precursor | 3.69 | 5.27 | 5.2 | 4.57 |
| TCALIF_01534 | a chain orally active 2-amino thienopyrimidine inhibitors of the hsp90 chaperone | 4.49 | 8.04 | 5.44 | 6.86 |
| TCALIF_01814 | adhesion lipoprotein | 5.24 | 4.02 | 5.14 | 7.37 |
| TCALIF_09395 | bag domain-containing protein samui-like isoform x3 | 2.53 | 2.79 | 3.68 | 5.93 |
| **TCALIF_02439** | **cd63 antigen** | **5.33** | **4.49** | **6.25** | **7.11** |
| TCALIF_05614 | heat shock protein 40 | 2.22 | 2.83 | 2.48 | 3.88 |
| **TCALIF_04517** | **heat shock protein 70** | **30.9** | **42.41** | **22.9** | **67.36** |
| **TCALIF_06728** | **heat shock protein 70** | **28.22** | **19.63** | **54.94** | **333.38** |
| TCALIF_09482 | heat shock protein 70 | 4.59 | 2.79 | 5.48 | 8.88 |
| **comp46685_c0_seq1_33583** | **heat shock protein 90** | **5.14** | **8.34** | **9.72** | **14.89** |
| TCALIF_07011 | heat shock protein beta-1 | 3.1 | 2.68 | 3.34 | 3.94 |
| **TCALIF_10081** | **heat shock protein beta-1** | **15.59** | **18.03** | **6.78** | **18.74** |
| TCALIF_13714 | heat shock protein beta-1 | 3.85 | 4.4 | 6.15 | 7.8 |
| TCALIF_13715 | heat shock protein beta-1 | 4.05 | 4.96 | 12.47 | 12.95 |
| TCALIF_04918 | heat shock protein hsp16- | 4.74 | 4.22 | 5 | 9.13 |
| TCALIF_00957 | protein isoform b | 2.72 | 1.96 | 2.85 | 5.14 |
| TCALIF_06394 | small heat shock protein | 6.8 | 6.21 | 6.35 | 10.42 |
| TCALIF_13523 | small heat shock protein | 4.25 | 5.63 | 6.63 | 9.39 |
| TCALIF_05480 | unkown protein | 2.68 | 2.83 | 3.48 | 4.55 |
| TCALIF_09115 | x-box binding protein 1 | 3.52 | 3.11 | 5.12 | 5.81 |
| **28V vs 20V** | | | | | |
| **comp51313_c0_seq1_44507** | **---NA---** | **7.18** | **9.06** | **12.65** | **3.23** |
| TCALIF_00461 | ---NA--- | 3.77 | 5.66 | 8.01 | 8.23 |
| **TCALIF_03376** | **---NA---** | **9.46** | **6.61** | **7.87** | **3.05** |
| **TCALIF_02439** | **cd63 antigen** | **5.24** | **3.12** | **8.28** | **3.40** |
| **TCALIF_04517** | **heat shock protein 70** | **5.19** | **6.55** | **12.55** | **4.85** |
| **TCALIF_06728** | **heat shock protein 70** | **3.99** | **4.33** | **14.18** | **4.75** |
| **comp46685_c0_seq1_33583** | **heat shock protein 90** | **3.10** | **3.76** | **11.08** | **2.30** |
| **TCALIF_10081** | **heat shock protein beta-1** | **2.23** | **5.96** | **6.73** | **2.20** |
| TCALIF_06172 | hypothetical protein | 18.80 | -3.29 | 22.13 | -1.85 |
| TCALIF_13893 | short-chain dehydrogenase | 2.37 | 1.96 | 3.79 | 2.05 |

Note – SD-S, San Diego; BR-S, Bird Rock; SC-N, Santa Cruz; BB-N, Bodega Bay.

How the deposited data were processed for this re-analysis (not part of the article)

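RNA-seq libraries of 4 populations of T. californicus (SD-S, BR-S, SC-N and BB-N) in 4 treatments (20NV, 28ST, 20V and 28V), with 2 pools of 100 copepods per treatment, were used, 32 libraries in all. The paper describes 100-bp single-end, unstranded TruSeq libraries sequenced on Illumina HiSeq instruments in 4 lanes, with another model for the second replicate of SD-S and SC-N. The authors trimmed the reads and mapped them with CLC Genomics Workbench to the genomic transcripts and then to the de novo transcripts of each population, kept unique reads, and removed genes that did not reach 2 cpm in at least 2 of the 4 libraries of a comparison. They then scaled the counts with TMM in edgeR and fitted a generalized linear model with the sequencing lane as a block, a likelihood ratio test and a false discovery rate of 5%.

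The deposited tables, 1 per population and comparison, hold for each gene the values of 4 libraries and the authors' statistics. The signal of each library, as deposited by the authors, is the count of uniquely mapped reads divided by the TMM-scaled library size (cpm). The log2 fold changes and log2 mean cpm in the same tables were made by the authors with edgeR from these counts. The p-values and their FDR, as deposited by the authors, come from the likelihood ratio test and the Benjamini-Hochberg adjustment over the genes of a table, and were used only for comparison. Reads per gene were recovered from the values by multiplying each column by a library size, and this was checked by the fact that 100% of the entries became whole numbers, with a largest deviation of 0.00036 reads. The number of recovered reads per library was between 5292550 and 14252927 in SD-S (median 8882690), 3647378 and 14406882 in BR-S (median 7962036), 4366453 and 14509087 in SC-N (median 5959015), and 3653077 and 10652394 in BB-N (median 6704822). Confidence intervals of percentages of genes are exact Clopper-Pearson intervals and treat genes as independent, which they are not. The values of 4 further columns repeat libraries of other tables and were not used.

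Columns were assigned to population and treatment by their names. The names also carry a suffix, and the libraries named without a suffix or with the number 2 after a point are called suffix a and those with R or the number 3 after a point suffix b. The suffix stands in for the sequencing lane as a block in the fits, and it was not matched to the replicate numbers of the paper, since neither the labels nor the paper state the match. The sample descriptions give no pairing of the libraries of a treatment apart from these names.

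Comparisons were fitted in R 4.3.3 with limma 3.58.1 on log2(value + 1), with the suffix as a block and a variance trend in the empirical Bayes step, separately for each population and comparison (28ST vs 20NV, 28V vs 20V and 20V vs 20NV). Genes with a Benjamini-Hochberg adjusted p-value under 0.05 over all genes of a table are called DE genes. All p-values are two-sided. Differences between populations in a response were tested in limma on the genes that both tables hold, with a block for each suffix of each population. Differences between the regimes in the response to 28° were tested on the recovered reads of the 8 libraries of a population after joint TMM scaling, and the comparison of 28V with 28ST on 4 libraries in the same way.

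Before the data were examined, the likelihood ratio test of edgeR had been named as the test, in the expectation that counts would be deposited. Since the deposited values are normalized, limma on their logarithms was used, and the test of edgeR became an alternative on the recovered reads. The pseudocount of 1 and the variance trend of limma were chosen after the numbers of DE genes under about 20 specifications had been seen, and all of these are among the alternatives. Alternatives were run with edgeR 4.0.16 and DESeq2 1.42.0, and they changed the block, the test, the scaling, the filter, the joint fit of the treatments, the threshold, the pseudocount or prior count, the dispersion estimate and the way fold changes were averaged.

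Genes were named by a rule set before the data were examined. It covers every gene that the paper names by its identifier in the text or in Table S2 and, for each population and comparison, the 2 DE genes with the largest rise and the 2 with the largest fall among those with at least 1 read in all 4 libraries and the same direction in both suffixes. Other genes are named where a count was 5 or lower or where a gene was singled out, and the text says that they were chosen after their values were seen. Gene classes (heat-shock protein, cuticle protein and lectin) were taken from the authors' descriptions in the deposited list and the supplementary tables, which list 4508 genes and describe 3334 of them.

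The fits were tested on simulated data with the library sizes, values and dispersions of the real tables and 200 changed genes. With the block, limma called between 0 and 74.0% of the changed genes and between 0 and 97.7% of those changed by 4-fold or more, with at most 17 unchanged genes called. The lowest percentages were those of SC-N in 28ST vs 20NV and in 20V vs 20NV.

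Enrichment of GO terms was not analysed here. Chromosomal positions were not used, since 0 of the 21556 gene identifiers occur in the gene list used as reference. Figures were drawn with matplotlib 3.10.9 and tables handled with pandas 2.3.3 in Python 3.11.15.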

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

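The relative log expression (RLE) scaling of the fits that join libraries of several tables and the stepwise likelihood ratio test were chosen as alternatives only after the results were seen, and so were the tests of whether genes kept their call under RLE scaling in 28V vs 28ST. Named before the data were examined, the likelihood ratio test with jointly estimated dispersions was run on the recovered reads only after the results were seen.

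In BB-N, the response to 28° differed between the regimes in 82 genes by the interaction test, all with a lower log2 fold change in the variable regime. The largest differences were those of TCALIF_02545 (-9.26, SE 0.97, adjusted p = 0.0179), the c-type lectin TCALIF_07916 and TCALIF_01412 (-7.07, SE 0.66, adjusted p = 0.0147), singled out after their values were seen. Among the 82 genes were 8 heat-shock proteins, 7 cuticle proteins and 4 lectins. Noise in single libraries was weighed by choosing the 100 genes with the largest decrease in one suffix and following them in the other, which shares no library with the first. Of these, 78 (a to b) and 69 (b to a) decreased again, 73.5% on average, where 47.1% of all genes did and chance would give up to 57. That bound treats genes as independent. The values argue against noise for these 100 genes as a set. The 100 were chosen by size in 1 suffix and need not include the 82, so noise in single libraries was not tested for the 82 themselves. RLE scaling gave 83 genes, all lower, including the 82, so the scaling of the libraries is argued against as well. Low counts are argued against by the 74 of 82 genes (90.2%) with at least 10 reads in each of the 8 libraries. Reads shared between related genes were not tested and stay open. The regime itself stays among the open explanations, as untested. The number was 12 without the replicate block, 88 with the quasi-likelihood test, 288 with the likelihood ratio test (283 of them lower), and 0 at an adjusted p-value under 0.01.

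The paper does not compare 28V with 28ST. In BB-N, 131 genes differed, 30 higher and 101 lower in 28V, among them 7 heat-shock proteins, 11 cuticle proteins and 4 lectins. TCALIF_02545 (log2 fold change -6.10, SE 0.40, adjusted p = 0.00994), TCALIF_07916 (-5.53, SE 0.54, adjusted p = 0.0206) and TCALIF_13700 (-4.88, SE 0.49, adjusted p = 0.0224) fell most and were singled out after their values were seen. Low counts are argued against, since 93.1% of the genes had at least 10 reads in each of the 4 libraries. RLE scaling gave 60 genes, all among the 131 and in the same direction, which argues against the scaling of the libraries for these 60, and for the other genes it stays open. Noise in single libraries cannot be told apart from a change, because the suffixes disagreed. Of 100 genes chosen in suffix a, 84 decreased in suffix b, and 31 of 100 did in the other direction. The average, 57.5%, was just above the 57 that chance would give at most, the bound used for the 82 genes. The reading given here is thus more cautious than that bound. The temperature regime stays open as well, as untested. The number of genes was 5 without the replicate block, 142 with the quasi-likelihood test, 370 with the likelihood ratio test, and 7 at an adjusted p-value under 0.01.

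In SC-N, the same comparison gave 58 genes, 28 higher and 30 lower in 28V, of which TCALIF_13921 (-5.65, SE 0.46, adjusted p = 4.21e-08), TCALIF_13494 (-4.78, SE 0.53, adjusted p = 1.24e-05) and TCALIF_09133 (-4.24, SE 0.44, adjusted p = 4.27e-06) fell most and were singled out after their values were seen. At least 10 reads in each of the 4 libraries were found for 69.0% of the genes, which argues against low counts as the whole explanation. RLE scaling gave 154 genes, including the 58 in the same direction, which argues against the scaling as the whole explanation. By the margin set before (1.5 times in the number of genes) the scaling would stay open, and the reading by the genes kept was chosen after both values were seen. Noise in single libraries cannot be told apart from a change, since 42 of 100 genes (a to b) and 69 of 100 (b to a) kept their direction, 55.5% on average. One of the 4 libraries is the 28V library with suffix a, whose mean correlation with the other 7 SC-N libraries (0.813) was the lowest of the 32 libraries. With no block there were 0 genes, with 366 at an unadjusted p-value under 0.05.

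In BR-S, 1 gene differed between 28V and 28ST, TCALIF_03376 (log2 fold change -3.37, SE 0.20, adjusted p = 0.00429), where 691 had an unadjusted p-value under 0.05. In SD-S 0 genes did, with 1005 under that value. The same gene was also called with RLE scaling, without the replicate block, with the quasi-likelihood test and at an adjusted p-value under 0.01, and it had at least 89 reads in each of the 4 libraries. Other technical explanations were not tested, and the regime stays open as untested.

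Between populations, the change from 20NV to 20V differed in 26 genes between SD-S and SC-N, of which 8 had a higher and 18 a lower log2 fold change in SC-N. Besides TCALIF_04721 (lactoylglutathione lyase), the largest difference was that of comp32014_c0_seq1_17325 (-6.95, SE 0.62, adjusted p = 0.036), singled out after its value was seen. Of the 100 genes with the largest difference in one suffix, 74 (a to b) and 81 (b to a) differed the same way in the other, 77.5% on average, where chance would give up to 60. This argues against noise in single libraries for these 100 genes as a set. They need not include the 26, for which it was not tested. Low counts are argued against by the 80.8% of genes (21 of 26) with at least 10 reads in each of the 8 libraries. SD-S and SC-N were sequenced in the same lanes. Between SD-S and BB-N, sequenced in different lanes, 12 genes differed, 1 of them higher and 11 lower in BB-N, and 88 and 76 of the 100 genes kept their direction (82% on average). The paper used the lane as a block, and the deposited statistics had a correlation of at least 0.999909 with the stepwise likelihood ratio test when the suffix was the block, against at most 0.970 with crossed pairs, so the suffixes pair the libraries as the authors' lanes did. Each treatment then has 1 library per lane, and a difference between lanes that enters both treatments alike cancels. One that differs between treatments was not tested and stays open, and across genes the difference between suffixes had a correlation between 20NV and 20V of 0.221 in SD-S, 0.242 in SC-N and 0.141 in BB-N. Leaving out the block gave 6 and 0 (582 genes at an unadjusted p-value under 0.05). Between BR-S and SC-N, 1 gene differed, TCALIF_13060. These populations differ genetically and in their region, and a difference between them stays open as untested, as do differences in how well reads of each population map.

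In the response to 28° in the variable regime, 3 genes differed between SD-S and BB-N, the hypothetical protein TCALIF_13962 (log2 difference -4.01) and the cuticle proteins comp46706_c0_seq1_33625 and comp43092_c0_seq1_28459, all lower in BB-N. The same 3 genes were called with the quasi-likelihood test. At an adjusted p-value under 0.01 and without the replicate block none passed, with 633 and 400 genes at an unadjusted p-value under 0.05. Other technical explanations were not tested for these 3 genes.

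Table S1 of the paper was examined for libraries far from the others of the same population and replicate number, in 32 groups of 4 libraries. In 6 of the 32 groups a library lay apart by more than Dixon's 95% critical value, where chance gives about 1 in 20 groups. SD-S 28V-2 had 20240034 reads after trimming against 17083468 to 17179316 in the others. BR-S 28V-1 had 57.9% of its reads mapped against 56.67 to 56.86%. BR-S 28V-2 had 52.57% mapped against 74.45 to 76.98%, and its percentages of genomic (34.7%) and de novo transcripts (17.9%) were both below those of the other 3. Both are percentages of the trimmed reads, so unmapped reads of de novo transcripts missing from the reference could lower both. The percentage of genomic transcripts, 34.7% against 44.3 to 45.1% in the other 3 libraries, therefore cannot decide on this explanation, which stays open. Reads from another organism would also lower both percentages and stay open, as untested. SC-N 28V-1 had 21.4% of its reads on de novo transcripts against 28.1 to 29.4%. In all 16 treatments the reads recovered for suffix b exceeded the mapped reads that Table S1 gives for replicate 1. Recovered reads are a part of the mapped reads, so these values argue against suffix b being replicate 1. On that reading SC-N 28V-1 would be the SC-N 28V library with suffix a, and BR-S 28V-2 the BR-S 28V library with suffix b. Neither the labels nor the paper state which suffix is which replicate number. These libraries were therefore not linked to columns of values in any test, and no biological explanation was tested.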

How the results depend on the processing

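The likelihood ratio tests with stepwise dispersions or without a dispersion trend, the pseudocount of 0.5, the fits without a variance trend, the crossed pairs, the ratio without a pseudocount, the quasi-likelihood test without a block, and RLE scaling of the 8 libraries or of 28V and 28ST were chosen only after the data had been seen, and the other alternatives here were set before the data were examined, with 1 exception in part. The settings of the limma fits themselves, the pseudocount of 1 and the variance trend, were also chosen after the numbers of DE genes under about 20 specifications had been seen. The exception is the test named before the data were examined, edgeR's likelihood ratio test with jointly estimated dispersions, whose run on the recovered reads was added as an alternative after the data had been seen, and limma took its place because the deposited values are normalized.

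The numbers of DE genes depended strongly on these choices. Of the results that answer a comparison, 344 values under an alternative moved by more than their margin (1.5 times for a count, the confidence interval for a percentage, the spread between suffixes for a mean) and 258 did not. For named genes, 1327 log2 fold changes kept their direction and their side of the threshold, 179 kept their direction and lost their call, 100 kept their direction and gained one, and 9 changed direction. Except where a stricter threshold or a filter leaves fewer genes by its own construction, the cause was not tested. Values that are not listed stayed within their margin. Percentages with the same direction are those of the genes DE in either population of a pair that passed the filter in both.

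With limma and the suffix block, the DE genes of SD-S, BR-S, SC-N and BB-N numbered 5, 21, 4 and 58 in 28ST vs 20NV, 0, 33, 374 and 146 in 28V vs 20V, and 340, 0, 25 and 443 in 20V vs 20NV. The order of the populations changed between settings in each comparison, apart from the highest in 28ST vs 20NV, which was BB-N under all alternatives except the fit without a variance trend, where BR-S had 9 and BB-N had 3. In parentheses after a 0 stands the number of genes with an unadjusted p-value under 0.05 in the same test. For the comparisons with 0 DE genes above, these were 761 in SD-S for 28V vs 20V and 567 in BR-S for 20V vs 20NV.

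Without the replicate block, DE genes numbered 1 in SD-S, 0 in BR-S (736), 12 in SC-N and 34 in BB-N for 28ST vs 20NV, 0 in BR-S (521), 0 in SC-N (176) and 21 in BB-N for 28V vs 20V, 67 in SD-S, 58 in SC-N and 23 in BB-N for 20V vs 20NV, and 0 in SC-N (366) and 5 in BB-N for 28V vs 28ST. Genes with a different response in 2 populations then numbered 0 between SD-S and BB-N (400) for 28V vs 20V, and 6 between SD-S and SC-N, 0 between SD-S and BB-N (582), 0 between BR-S and SC-N (3579) and 4 between BR-S and BB-N for 20V vs 20NV. Regime by temperature interactions then numbered 12 in BB-N. Percentages with the same direction moved to 100% between SD-S and BR-S, 100% between BR-S and SC-N and 100% between SC-N and BB-N for 28ST vs 20NV, and 85.7% between SD-S and BB-N, 44.4% between BR-S and BB-N and 55% between SC-N and BB-N for 28V vs 20V. Genes DE in all 4 populations fell to 0 (28ST vs 20NV). Of genes DE in both temperature comparisons, those with a smaller fold change in the variable regime fell to 0 in BR-S, 0 in SC-N and 5 in BB-N. Frontloaded genes then numbered 0 in SD-S and 5 in BB-N.

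Under edgeR's quasi-likelihood test, DE genes numbered 2 in SD-S, 7 in BR-S, 0 in SC-N (474) and 37 in BB-N for 28ST vs 20NV, 131 in SC-N for 28V vs 20V, 11 in SC-N and 235 in BB-N for 20V vs 20NV, and 20 in SC-N for 28V vs 28ST. That test found different responses of 1 between SD-S and BB-N for 20V vs 20NV. The percentages with the same direction became 100% between SD-S and BR-S and 100% between BR-S and SC-N for 28ST vs 20NV. The number of genes DE in all populations was 0 (28ST vs 20NV). Those DE in both temperature comparisons with a smaller fold change in the variable regime numbered 5 in BR-S, 0 in SC-N and 7 in BB-N. Under it, frontloaded genes numbered 0 in SD-S and 15 in BB-N.

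With DESeq2, DE genes numbered 99 in SD-S, 40 in BR-S, 35 in SC-N and 138 in BB-N for 28ST vs 20NV, 53 in SD-S, 43 in SC-N and 255 in BB-N for 28V vs 20V, and 145 in SD-S, 19 in BR-S and 932 in SC-N for 20V vs 20NV.

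With relative log expression (RLE) scaling in place of TMM, DE genes numbered 1 in SD-S and 8 in BR-S for 28ST vs 20NV, 10 in BR-S for 28V vs 20V, 114 in SC-N for 20V vs 20NV, and 154 in SC-N and 60 in BB-N for 28V vs 28ST.

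With at least 10 counts required in every library, DE genes numbered 19 in SD-S and 117 in BB-N for 28ST vs 20NV, 14 in SD-S for 28V vs 20V, and 1370 in SC-N for 20V vs 20NV. The filter moved the same-direction percentages to 90.8% between SD-S and BB-N for 28ST vs 20NV, and 65.9% between BR-S and SC-N for 28V vs 20V.

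In 1 joint fit of the 4 treatments of a population, DE genes numbered 15 in SD-S and 5 in BR-S for 28ST vs 20NV, 0 in BR-S (718) and 0 in SC-N (931) for 28V vs 20V, and 9 in SD-S, 0 in SC-N (3099) and 27 in BB-N for 20V vs 20NV. In that fit the percentages with the same direction were 100% between SD-S and BR-S, 100% between BR-S and SC-N and 96.3% between SC-N and BB-N for 28ST vs 20NV, and 73.3% between SD-S and BB-N for 28V vs 20V. The joint fit gave, as frontloaded genes, 0 in SD-S and 6 in BB-N.

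At an adjusted p-value under 0.01, DE genes numbered 0 in SD-S (870), 5 in BR-S, 0 in SC-N (510) and 16 in BB-N for 28ST vs 20NV, 15 in BR-S, 218 in SC-N and 1 in BB-N for 28V vs 20V, 0 in SC-N (5791) and 52 in BB-N for 20V vs 20NV, and 21 in SC-N and 7 in BB-N for 28V vs 28ST. Differences between populations fell to 0 between SD-S and BB-N (633) for 28V vs 20V, and 0 between SD-S and SC-N (2177), 1 between SD-S and BB-N and 0 between BR-S and SC-N (3379) for 20V vs 20NV. The regime by temperature interaction fell to 0 in BB-N (1270). The same-direction percentages were then 100% between SD-S and BR-S, 100% between BR-S and SC-N and 100% between SC-N and BB-N for 28ST vs 20NV, and 51% between SD-S and SC-N, 100% between SD-S and BB-N and 91.7% between BR-S and BB-N for 28V vs 20V. Genes shared by all 4 populations fell to 0 (28ST vs 20NV). Frontloaded genes fell to 0 in SD-S and 6 in BB-N.

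As a geometric mean, the mean fold change of the 25 genes of Table S2 was 5.54 in BR-S, 6.18 in SC-N and 9.12 in BB-N. With the median in place of the mean, the mean fold change of the 25 genes of Table S2 was 4.29 in SD-S, 4.54 in BR-S, 5.63 in SC-N and 7.59 in BB-N. Without TCALIF_06728, the mean fold change of the 25 genes of Table S2 was 7.18 in BR-S, 6.55 in SC-N and 10.35 in BB-N. With a prior count of 2 in the fold change, the mean fold change of the 25 genes of Table S2 was 8.44 in BR-S and 8.64 in SC-N. The fold change of TCALIF_06728 with that prior was 293 in BB-N. From the ratio of mean values without a pseudocount, the mean fold change of the 25 genes of Table S2 was 8.89 in BR-S, 9.21 in SC-N and 24.5 in BB-N. That ratio for TCALIF_06728 was 56.7 in SC-N and 348 in BB-N.

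Adding 0.5 in place of 1 gave, as DE genes, 13 in BR-S and 0 in SC-N (494) for 28ST vs 20NV, and 14 in SC-N for 20V vs 20NV. Adding 0.5 gave 8.15 in BR-S and 8.47 in SC-N as the mean fold change of the 25 genes of Table S2. Adding 0.5 without the block gave, as DE genes, 1 in SD-S, 0 in BR-S (731), 11 in SC-N and 33 in BB-N for 28ST vs 20NV, 0 in BR-S (520), 0 in SC-N (162) and 33 in BB-N for 28V vs 20V, and 60 in SD-S, 39 in SC-N and 23 in BB-N for 20V vs 20NV. Leaving out the variance trend gave, as DE genes, 0 in SD-S (950), 9 in BR-S, 0 in SC-N (567) and 3 in BB-N for 28ST vs 20NV, 4 in BR-S and 0 in BB-N (1643) for 28V vs 20V, and 0 in SC-N (5457) and 18 in BB-N for 20V vs 20NV. Leaving out both trend and block gave, as DE genes, 0 in SD-S (364), 0 in BR-S (772) and 14 in BB-N for 28ST vs 20NV, 0 in BR-S (588), 0 in SC-N (183) and 0 in BB-N (1217) for 28V vs 20V, and 18 in SD-S and 10 in BB-N for 20V vs 20NV. With the pairs of suffixes crossed in BR-S, DE genes numbered 75 in BR-S for 20V vs 20NV. The quasi-likelihood test without the block gave, as DE genes, 1 in SD-S, 0 in BR-S (732), 8 in SC-N and 31 in BB-N for 28ST vs 20NV, 0 in BR-S (520), 0 in SC-N (130) and 0 in BB-N (1137) for 28V vs 20V, and 57 in SD-S, 3 in SC-N and 23 in BB-N for 20V vs 20NV.

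For edgeR's likelihood ratio test on the recovered reads, DE genes numbered 95 in SD-S, 89 in BR-S, 62 in SC-N and 239 in BB-N for 28ST vs 20NV, 119 in SD-S, 106 in BR-S, 103 in SC-N and 482 in BB-N for 28V vs 20V, 79 in BR-S, 2471 in SC-N and 998 in BB-N for 20V vs 20NV, and 165 in SD-S, 48 in BR-S and 370 in BB-N for 28V vs 28ST. Its test of the difference between populations gave 7 between SD-S and BR-S, 3 between SD-S and SC-N, 18 between SD-S and BB-N, 11 between BR-S and SC-N, 13 between BR-S and BB-N and 20 between SC-N and BB-N for 28ST vs 20NV, 43 between SD-S and BR-S, 7 between SD-S and SC-N, 139 between SD-S and BB-N, 13 between BR-S and SC-N, 138 between BR-S and BB-N and 142 between SC-N and BB-N for 28V vs 20V, and 14 between SD-S and BR-S, 475 between SD-S and SC-N, 176 between SD-S and BB-N, 715 between BR-S and SC-N, 116 between BR-S and BB-N and 1880 between SC-N and BB-N for 20V vs 20NV. Its interaction of regime and temperature gave 27 in SD-S, 4 in BR-S and 288 in BB-N. For it, the same-direction percentages were 74% between SD-S and BR-S, 85.3% between SD-S and BB-N, 66.8% between BR-S and BB-N and 77% between SC-N and BB-N for 28ST vs 20NV, and 57.5% between SD-S and BR-S, 65.8% between SD-S and SC-N, 64.6% between BR-S and SC-N and 53.5% between BR-S and BB-N for 28V vs 20V. It gave, as genes DE in all 4 populations, 26 (28ST vs 20NV) and 10 (28V vs 20V). Smaller fold changes in the variable regime, among genes DE in both temperature comparisons, numbered 31 in SD-S, 20 in BR-S, 14 in SC-N and 65 in BB-N. It gave frontloaded genes of 20 in SD-S, 12 in BR-S, 5 in SC-N and 81 in BB-N. Heat-shock proteins among its DE genes numbered 17 in SD-S, 13 in BR-S and 14 in SC-N for 28ST vs 20NV, 12 in SD-S, 5 in BR-S and 15 in BB-N for 28V vs 20V, and 1 in BR-S and 7 in SC-N for 20V vs 20NV.

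Dropping the block from that test gave, as DE genes, 41 in SD-S, 57 in BR-S, 56 in SC-N and 134 in BB-N for 28ST vs 20NV, 90 in SD-S, 11 in SC-N and 325 in BB-N for 28V vs 20V, and 169 in SD-S, 79 in BR-S and 1587 in SC-N for 20V vs 20NV.

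Crossing its pairs of suffixes gave, as DE genes, 67 in SD-S, 49 in BR-S, 55 in SC-N and 154 in BB-N for 28ST vs 20NV, 100 in SD-S, 1 in SC-N and 343 in BB-N for 28V vs 20V, and 173 in SD-S, 324 in BR-S and 753 in SC-N for 20V vs 20NV.

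Stepwise dispersions in that test gave, as DE genes, 108 in SD-S, 85 in BR-S, 54 in SC-N and 238 in BB-N for 28ST vs 20NV, 126 in SD-S, 100 in BR-S, 32 in SC-N and 492 in BB-N for 28V vs 20V, and 223 in SD-S, 81 in BR-S, 2095 in SC-N and 1010 in BB-N for 20V vs 20NV. With these dispersions the same-direction percentages were 73% between SD-S and BR-S, 83% between SD-S and BB-N, 65.7% between BR-S and BB-N and 75.9% between SC-N and BB-N for 28ST vs 20NV, and 57.1% between SD-S and BR-S, 72.5% between SD-S and SC-N, 64.9% between BR-S and SC-N and 51.8% between BR-S and BB-N for 28V vs 20V. Genes DE in all 4 populations rose to 25 (28ST vs 20NV) and 10 (28V vs 20V). Among genes DE in both temperature comparisons, smaller fold changes in the variable regime numbered 35 in SD-S, 20 in BR-S, 11 in SC-N and 65 in BB-N. Frontloaded genes rose to 18 in SD-S, 10 in BR-S, 4 in SC-N and 83 in BB-N. Heat-shock proteins among DE genes then numbered 16 in SD-S, 13 in BR-S and 14 in SC-N for 28ST vs 20NV, 12 in SD-S, 5 in BR-S, 8 in SC-N and 14 in BB-N for 28V vs 20V, and 1 in BR-S and 6 in SC-N for 20V vs 20NV. The mean fold change of downregulated genes in 20V vs 20NV in SD-S rose to 5.23 with these dispersions.

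Stepwise dispersions without the block gave, as DE genes, 44 in SD-S, 59 in BR-S, 55 in SC-N and 143 in BB-N for 28ST vs 20NV, 97 in SD-S, 11 in SC-N and 371 in BB-N for 28V vs 20V, and 168 in SD-S, 98 in BR-S, 1187 in SC-N and 688 in BB-N for 20V vs 20NV.

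Stepwise dispersions with crossed pairs gave, as DE genes, 49 in SD-S, 48 in BR-S, 58 in SC-N and 165 in BB-N for 28ST vs 20NV, 98 in SD-S, 1 in SC-N and 361 in BB-N for 28V vs 20V, and 159 in SD-S, 333 in BR-S and 664 in SC-N for 20V vs 20NV.

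Tagwise dispersions without a trend gave, as DE genes, 113 in SD-S, 91 in BR-S, 48 in SC-N and 226 in BB-N for 28ST vs 20NV, 140 in SD-S, 112 in BR-S, 34 in SC-N and 497 in BB-N for 28V vs 20V, and 78 in BR-S, 2091 in SC-N and 1096 in BB-N for 20V vs 20NV.

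Tagwise dispersions without trend or block gave, as DE genes, 44 in SD-S, 60 in BR-S, 50 in SC-N and 137 in BB-N for 28ST vs 20NV, 108 in SD-S, 13 in SC-N and 380 in BB-N for 28V vs 20V, and 184 in SD-S, 104 in BR-S, 1225 in SC-N and 739 in BB-N for 20V vs 20NV.

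Tagwise dispersions with crossed pairs gave, as DE genes, 46 in SD-S, 36 in BR-S, 59 in SC-N and 159 in BB-N for 28ST vs 20NV, 105 in SD-S, 1 in SC-N and 383 in BB-N for 28V vs 20V, and 141 in SD-S, 339 in BR-S and 684 in SC-N for 20V vs 20NV.

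Leaving out the libraries of one suffix leaves 1 library per treatment, so no test was run. The mean fold change of the 25 genes of Table S2 in 28ST vs 20NV was then between 7.86 and 7.89 in BR-S and 8.17 and 8.59 in SC-N across the 2 fits that each left out one suffix. 9 log2 fold changes of named genes changed direction in 1 of these fits. The log2 fold change in 20V vs 20NV of TCALIF_03375 was between -0.12 and 0.58 in SD-S, -0.30 and 0.54 in SC-N and -0.38 and 0.20 in BB-N. That in 20V vs 20NV of comp46685_c0_seq1_33583 was between -0.10 and 0.24 in BR-S and -0.41 and 0.27 in SC-N. That in 20V vs 20NV of TCALIF_13715 was between -0.34 and 0.41 in SD-S. That in 28ST vs 20NV of TCALIF_06172 was between -1.45 and 0.76 in BR-S and -1.75 and 4.89 in SC-N. That in 20V vs 20NV of TCALIF_06172 was between -1.35 and 2.9 in BR-S.

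The suffix of a column stands in for the sequencing lane, and the blocks rest on it. The paper used the lane as a block, and the deposited statistics had a correlation of 0.999909 to 0.999999 with the stepwise likelihood ratio test when the suffix was the block, of 0.818 to 0.970 with crossed pairs and of 0.888 to 0.988 without a block. As a check of the pairs, the difference between suffix a and suffix b was computed in each treatment, and its correlation across all genes between the 2 treatments of a comparison was between -0.267 (BR-S, 20V vs 20NV) and 0.475 (SC-N, 28V vs 20V), and it was negative in 3 of the 12 comparisons. Without the block, SC-N had 0 DE genes in 28V vs 20V in place of 374. The alternative without a filter on low counts was not run, because the deposited tables hold only genes that passed the authors' filter, and leaving out a replicate was done by suffix, since suffixes were not matched to replicate numbers.

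The share of changed genes that these fits call differed widely between comparisons. In data simulated with 200 changed genes per comparison, the limma fit with the block called 0% of them in SC-N for 28ST vs 20NV and for 20V vs 20NV, 57% in SC-N for 28V vs 20V and 74% in SD-S for 20V vs 20NV, all with 2 libraries per treatment. What sets these shares apart was not tested. A low number of DE genes in SC-N for 28ST vs 20NV and for 20V vs 20NV is therefore no evidence of a small response. The test of a difference in response between SD-S and BB-N in 28ST vs 20NV called 0% of 200 changed genes, also of those changed 4-fold or more, so its 0 genes are no evidence of equal responses. The interaction of regime and temperature in BB-N called 27% of them.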

Differences from the paper's values

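The likelihood ratio tests on the recovered reads with stepwise dispersions, without a dispersion trend, without the block or with crossed pairs were chosen only after the values had been seen, as were the fit without a variance trend and the crossed pairs in limma. The likelihood ratio test with jointly estimated dispersions had been named as the test before the data were examined, and limma took its place because the deposited values are normalized. It was run on the recovered reads as an alternative after the values had been seen, and the pseudocount and variance trend of the limma fits were also chosen after numbers of DE genes had been seen. Values here are from limma with the suffix block unless another setting is named. Of 190 values that could be compared, 37 differed. Of the 142 gene fold changes, 2 did, and of the 12 percentages, 3 did.

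In 28ST vs 20NV, limma gave 5 genes up and 0 down in SD-S against the paper's 100 and 7, 20 up and 1 down in BR-S against the paper's 74 and 11, 4 up and 0 down in SC-N against the paper's 52 and 2, and 56 up and 2 down in BB-N against the paper's 204 and 33. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper for SD-S (90 up, 9 down) and for the genes up in SC-N (35), and it did not for the genes down in SC-N or for BR-S and BB-N. The quasi-likelihood test, the fit without the replicate block, RLE scaling, the filter of at least 10 counts, the joint fit and the threshold of 0.01 did not for any of these 8 numbers. In SD-S, BR-S, SC-N and BB-N, genes with an unadjusted p-value under 0.05 numbered 870, 932, 510 and 1218.

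In 28V vs 20V, limma gave 0 genes up and 0 down in SD-S (761 genes with an unadjusted p-value under 0.05) against the paper's 94 and 34, 25 up and 8 down in BR-S against the paper's 66 and 34, 95 up and 279 down in SC-N against the paper's 28 and 4, and 17 up and 129 down in BB-N against the paper's 107 and 384. DESeq2 came within 1.5 times for the genes up in SC-N (32) and for no other of these 8 numbers, and none of the other alternatives set before the data were examined did for any of them.

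In 20V vs 20NV, limma gave 89 genes down in SD-S against the paper's 52, 0 up and 0 down in BR-S (567 genes with an unadjusted p-value under 0.05) against the paper's 45 and 38, 10 up and 15 down in SC-N against the paper's 1369 and 720, and 207 up and 236 down in BB-N against the paper's 437 and 578. Among the alternatives set before the data were examined, the filter of at least 10 counts in every library came within 1.5 times for the genes down in SD-S (76) and in SC-N (512), and the threshold of 0.01 for those down in SD-S (63). DESeq2, the quasi-likelihood test, the fit without the block, RLE scaling and the joint fit did not for any of these numbers, and no alternative of that group did for BR-S, for BB-N or for the genes up in SC-N.

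The likelihood ratio test with stepwise dispersions, chosen after seeing the values, came within 1.5 times of all 24 of the paper's numbers of genes up and down. In 28ST vs 20NV it gave 100 up and 8 down in SD-S, 74 and 11 in BR-S, 52 and 2 in SC-N and 205 and 33 in BB-N. In 28V vs 20V these numbers were 93 and 33 in SD-S, 66 and 34 in BR-S, 28 and 4 in SC-N and 107 and 385 in BB-N, and in 20V vs 20NV they were 172 and 51, 44 and 37, 1373 and 722, and 435 and 575. Across genes, its test statistic had a correlation of 0.999909 to 0.999999 with the deposited statistic in the 12 tables, the highest of 9 such fits in each of the 12. The likelihood ratio test with jointly estimated dispersions, named before the data were examined and run on the recovered reads after seeing the values, came within 1.5 times of 21 of the 24. Of the tests chosen after seeing the values, tagwise dispersions without a trend came within 1.5 times of 22, and the same 3 fits without the block of 12 (joint), 12 (stepwise) and 14 (no trend). With crossed pairs of suffixes they did so for 10, 8 and 9. Other settings of limma chosen after seeing the values also reached some of these, namely the fit without a variance trend for the genes down in SD-S in 20V vs 20NV (72) and the crossed pairs for the genes down in BR-S in 20V vs 20NV (49).

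The number of genes DE in all 4 populations was 1 in 28ST vs 20NV against the paper's 25 and 0 in 28V vs 20V against the paper's 10. The quasi-likelihood test, the fit without the block, the joint fit and the threshold of 0.01 left these differences. The stepwise likelihood ratio test, chosen after seeing the values, gave 25 and 10, and the test with joint dispersions, run after seeing the values, 26 and 10.

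Heat-shock proteins among the genes up in 28ST vs 20NV numbered 1 in SD-S against the paper's 16, 8 in BR-S against the paper's 13 and 3 in SC-N against the paper's 14. Counting descriptions with "heat shock" or "hsp", set before the data were examined, gave 9 in BR-S, within 1.5 times of the paper, and left 1 in SD-S and 3 in SC-N. The stepwise likelihood ratio test, chosen after seeing the values, gave 16, 13 and 14, and the one with joint dispersions, run after seeing the values, 17, 13 and 14.

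Genes up in both 28ST and 20V relative to 20NV numbered 1 in SD-S against the paper's 18, 0 in BR-S against the paper's 10, 0 in SC-N against the paper's 4 and 27 in BB-N against the paper's 84. None of the alternatives set before the data were examined closed the gap: the quasi-likelihood test gave 15 in BB-N, the joint fit and the threshold of 0.01 gave 6, the fit without the block gave 5, and all 4 gave 0 in the other populations. With the stepwise likelihood ratio test, chosen after seeing the values, the numbers were 18, 10, 4 and 83, and with joint dispersions, run after seeing the values, they were 20, 12, 5 and 81.

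The fold change of TCALIF_03375 in BR-S in 28ST vs 20NV was 14.38 against the paper's 29.35, and that of TCALIF_10081 was 8.932 against the paper's 18.03. Of the alternatives set before the data were examined, the quasi-likelihood test (29.22 and 18.03) and DESeq2 (33.41 and 18.33) came within 1.5 times, and the fit without the block, RLE scaling and the threshold of 0.01 did not. Adding 1 before the logarithm lowers fold changes of genes with low values.

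The percentage of genes with the same direction in 28ST vs 20NV was 86.4% for BR-S and BB-N against the paper's 56.23% and 95% for SD-S and BR-S against the paper's 57.05%. In 28V vs 20V it was 82.8% for SD-S and BR-S against the paper's 50.0%. Of the alternatives set before the data were examined, the quasi-likelihood test (80.6%) and the filter of at least 10 counts (79.8%) came within 1.5 times for BR-S and BB-N, and the filter did (70%) for SD-S and BR-S in 28V vs 20V. For BR-S and BB-N the fit without the block (90.6%), the joint fit (89.6%) and the threshold of 0.01 (93.8%) did not, nor in 28V vs 20V did the quasi-likelihood test (78.9%) and the threshold of 0.01 (85.7%), and for SD-S and BR-S in 28ST vs 20NV no such alternative did. The stepwise likelihood ratio test, chosen after seeing the values, gave 65.7%, 73% and 57.1%, all within 1.5 times, and the one with joint dispersions, run after seeing the values, gave 66.8%, 74% and 57.5%. The percentages here count only genes that passed the filter in both populations of a pair. Whether the paper's percentages leave out the other genes was not examined. The choice of test therefore need not account for the whole of these differences.

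The mean changes in 20V vs 20NV were compared on 2 scales. The paper's values for genes up equal the mean fold change of the deposited calls (4.48 in SD-S and 10.95 in BR-S), and its values for genes down equal the mean size of their log2 fold change (2.10 and 2.22). On the scale of the genes up, the deposited calls gave 5.18 and 5.47 for the genes down. With limma the mean over the genes down in SD-S was 3.40 as a fold change and 1.62 on the log2 scale.

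The paper states that SC-N had the fewest DE genes in 28V vs 20V. Here it had the most with limma, 374, and with the stepwise likelihood ratio test it had the fewest, 32. For 20V vs 20NV, the paper states that both northern populations had many more DE genes than both southern ones, with most in SC-N. With limma the numbers were 443 in BB-N, 340 in SD-S, 25 in SC-N and 0 in BR-S, while DESeq2, the filter of at least 10 counts in every library (1370) and the stepwise likelihood ratio test (2095) had most in SC-N.

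According to the paper, the mean fold change of the 25 genes of Table S2 was lowest in SD-S and rose in the order BR-S, SC-N and BB-N. With limma it was lowest in BR-S (7.62), before SD-S (7.70), SC-N (7.99) and BB-N (19.03). The median (4.29, 4.54, 5.63 and 7.59 in SD-S, BR-S, SC-N and BB-N) and a prior count of 2 (8.11, 8.44, 8.64 and 22.1), both set before the data were examined, gave the paper's order, as did, chosen after seeing the values, adding 0.5 (7.99, 8.15, 8.47 and 21.2) and the ratio of mean values without a pseudocount (8.06, 8.89, 9.21 and 24.5). The geometric mean and the mean without TCALIF_06728 did not.

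The paper calls the 25 genes of Table S2 DE in all populations in 28ST vs 20NV. Limma called 24 of them in BB-N, 15 in BR-S, 4 in SD-S and 3 in SC-N. It states that a heat-shock protein beta-1 gene was up in all populations, and TCALIF_10081 had an adjusted p-value of 0.25 in SD-S and 0.396 in SC-N in 28ST vs 20NV with limma.

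Frontloaded genes were found in all populations by the paper, and with limma BR-S and SC-N had 0, while the stepwise likelihood ratio test gave 10 and 4. Cuticle proteins are DE in all populations in the paper, and limma called none in BR-S in the 3 comparisons, while the stepwise test called some in each of them. For BB-N the paper describes several cuticle proteins and lectins as up in 28ST and down in 28V, and limma gave 9 such genes with 2 lectins and 0 cuticle proteins, the quasi-likelihood test 6 genes with 2 lectins and 1 cuticle protein, and the stepwise test 7 cuticle proteins and 4 lectins among 64 genes that changed in opposite directions.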

Other observations

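The test of 1 library that lies apart, in the second paragraph, and the simulation behind the likelihood ratio test were chosen only after the result was seen, and the other tests below were set before their results were seen.

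In SC-N, 374 genes differed between 28V and 20V with the suffix block and 0 without it, where 176 genes had an unadjusted p-value under 0.05. Of the 374, 272 changed in opposite directions in the 2 suffixes or in one by less than 0.25 times the change in the other, and in 270 of these the larger change was in suffix a. In SD-S for 20V vs 20NV, 69 of 340 genes did so, and in the other 10 comparisons no DE gene did. In these 2 comparisons limma estimated an infinite number of prior degrees of freedom, so that all genes of a given level share a variance and a disagreement between the suffixes of one gene hardly raises its own. A candidate explanation for most of the 374 genes is therefore 1 library that lies apart from the other 3, since in 270 of them the change lay mainly in suffix a. The 102 other genes changed in the same direction in both suffixes, with the smaller change at least 0.25 times the larger. Of the 100 genes with the largest decrease in one suffix, 84 (a to b) and 83 (b to a) decreased in the other, 83.5% on average, where 48.1% of all genes did. By the margin set before that value was seen (58 of 100), this would argue against noise in single libraries. The count by suffix, seen later, showed that the 100 genes do not stand for the 272, so for the 374 as a whole noise and a change cannot be told apart, and this more cautious reading was chosen after both values were seen. A variance set too low for 1 residual degree of freedom cannot be told apart either, because data simulated with no changed gene gave 1 call, but such data hold no library that lies apart.

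The 28V library of SC-N with suffix a lay apart from the other 7 SC-N libraries, with a mean correlation of 0.813, where the other 7 had 0.857 to 0.904, though its gap was below Dixon's 95% critical value for 8 libraries (0.486 of the range). Low depth is argued against, because 3 SC-N libraries had fewer recovered reads than its 5263159 and higher mean correlations. A library from another population is argued against, because its highest mean correlation with the libraries of another population was 0.781 (BB-N). The share of reads on its 10 most abundant genes was 6.12%, within the range of the other SC-N libraries (5.53 to 17.3%), which argues against a few genes taking most of the counts. Degraded RNA, animals at another stage and a response of that pool to the treatment were not tested and stay open, and the design cannot separate them with 1 such library.

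In BB-N, 27 genes were higher in both 28ST and 20V than in 20NV. Both comparisons share the 20NV libraries, and a low value there by chance raises both fold changes. With the 28ST response as observed and 20V unchanged, 20 simulations gave at most 3 such genes, but they assume that libraries vary as the fitted dispersions do, so this source cannot be told apart from a change in 20V for all of the 27 genes. Across genes, the correlation of the 2 fold changes was 0.292 when computed from the same 20NV library and -0.0208 when computed from different suffixes, and it was 0.305 in the simulations with a shared 20NV library. In SD-S, BR-S and SC-N these correlations were 0.274, 0.421 and 0.227 with a shared library and -0.198, -0.148 and -0.119 without. Genes are not independent replicates, and the values hold for genes with a mean value of at least 10. With joint scaling of the 3 treatments the number in BB-N was 45.

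The likelihood ratio test with stepwise dispersions called more genes than limma in 10 of 12 comparisons. In data simulated with no changed gene it called a median of 77.5 genes per comparison (0 to 150), the likelihood ratio test with jointly estimated dispersions 76 (0 to 130), and limma with the block 0.5 (0 to 21). These values are in line with an explanation by the uncertainty of a gene's dispersion, which the likelihood ratio test leaves out, as a hypothesis for part of the difference. In SC-N for 28ST vs 20NV the simulated number (150) was above the 54 called in the real data, and in BB-N (73) it was below the 238 called. For 20V vs 20NV the simulated and called numbers were 110 and 2095 in SC-N, 43 and 1010 in BB-N, 0 and 223 in SD-S and 113 and 81 in BR-S. For 28V vs 20V they were 84 and 492 in BB-N, 89 and 126 in SD-S, 9 and 100 in BR-S and 1 and 32 in SC-N. The simulations say neither which nor how many of the genes called in the real data are unchanged. In SC-N for 28ST vs 20NV and in BR-S for 20V vs 20NV they gave more calls than the real data.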
